# Co-activation of Sonic hedgehog and Wnt signaling in murine retinal precursor cells drives ocular lesions with features of intraocular medulloepithelioma

**DOI:** 10.1038/s41389-021-00369-0

**Published:** 2021-11-16

**Authors:** Matthias Dottermusch, Piotr Sumisławski, Julia Krevet, Maximilian Middelkamp, Hannah Voß, Bente Siebels, Harald Bartsch, Karl Sotlar, Peter Meyer, Stephan Frank, Andrey Korshunov, Markus Glatzel, Ulrich Schüller, Julia E. Neumann

**Keywords:** Cancer models, Embryonal neoplasms, CNS cancer

## Abstract

Intraocular medulloepithelioma (IO-MEPL) is a rare embryonal ocular neoplasm, prevalently occurring in children. IO-MEPLs share histomorphological features with CNS embryonal tumors with multilayered rosettes (ETMRs), referred to as intracranial medulloepitheliomas. While Sonic hedgehog (SHH) and WNT signaling pathways are crucial for ETMR pathogenesis, the impact of these pathways on human IO-MEPL development is unclear. Gene expression analyses of human embryonal tumor samples revealed similar gene expression patterns and significant overrepresentation of SHH and WNT target genes in both IO-MEPL and ETMR. In order to unravel the function of Shh and Wnt signaling for IO-MEPL pathogenesis in vivo, both pathways were activated in retinal precursor cells in a time point specific manner. Shh and Wnt co-activation in early *Sox2-* or *Rax*-expressing precursor cells resulted in infiltrative ocular lesions that displayed extraretinal expansion. Histomorphological, immunohistochemical, and molecular features showed a strong concordance with human IO-MEPL. We demonstrate a relevant role of WNT and SHH signaling in IO-MEPL and report the first mouse model to generate tumor-like lesions with features of IO-MEPL. The presented data may be fundamental for comprehending IO-MEPL initiation and developing targeted therapeutic approaches.

## Introduction

Intraocular medulloepithelioma (IO-MEPL) is an embryonal ocular neoplasm, which mainly affects children. IO-MEPLs commonly grow in the ciliary body but are also found in the retina or optic nerve [1]. In advanced growth stages, IO-MEPL is standardly treated by primary enucleation, which generally results in a good overall prognosis for most patients [2]. As of today, targeted therapeutic approaches with the aim of subsequent eye salvage remain to be explored.

Based on occurrence and histomorphology, IO-MEPLs are believed to arise from primitive medullary epithelium of the optic cup [3, 4]. Characteristic histomorphology strongly resembles neuroepithelium of the embryonic neural tube and occasionally displays pigmented epithelial cells as well as teratoid and stromal elements [5]. Many of these features also reflect the typical morphology found in variants of embryonal tumors with multilayered rosettes (ETMR) [2, 6]. These variants of ETMRs are referred to as intracranial medulloepitheliomas, and, in contrast to IO-MEPL, represent highly aggressively growing pediatric brain tumors with specific molecular characteristics [5, 7].

We have recently described enrichment of Sonic hedgehog (SHH) and WNT signaling pathways as a characteristic molecular feature of ETMRs [8]. Moreover, Shh and Wnt activation is sufficient to induce cerebral tumors with compatible ETMR characteristics in mice [8]. Of note, in single cases of IO-MEPLs, mutations in *PTCH1*, a component of the SHH pathway have also been described [9]. With respect to the resemblance of ETMR and IO-MEPL, our objective in this study was to investigate human IO-MEPL for SHH and WNT pathway activation and to test the effect of synchronous Shh and Wnt activation in a murine model system for early eye development.

## Methods

### Human tissue

Twenty-five formalin-fixed and paraffin-embedded (FFPE) human tumor tissue biopsy samples comprising six different tumor entities (8 IO-MEPL; 3 ETMR; 5 SHH-MB; 4 WNT-MB; 4 Group 4-MB; a tissue microarray (TMA, *n* = 182) of retinoblastoma) were available and analyzed in this study. ETMR and medulloblastomas (MBs) were obtained from the Center for Neuropathology, Ludwig Maximilians University (LMU), Munich. The retinoblastoma TMA was obtained from the Division of Neuropathology, Basel University Hospital. IO-MEPLs have been published before [9]. All patients gave their informed consent for scientific use of the data. Approval was obtained from the institutional review boards of the respective medical associations.

### Animals

*hGFAP-cre* [10], *Sox2-creER*^*T2*^ [11], *SmoM2* ^*fl/fl*^ [12], *Rax-creER*^*T2*^ [13], and *Gt(ROSA)26Sor*^*tm1Hjf*^ (*R26-lsl-RFP*) [14] mice were purchased from The Jackson Laboratories (Bar Harbor, ME, USA). *Ctnnb1(ex3)*^*fl/fl*^ mice [15] were generously provided by Mark Taketo (University of Tokyo, Tokyo, Japan). In these mice, Cre-induced recombination leads to removal of exon 3, which results in a stabilized beta-Catenin protein, which mimics constitutive Wnt signaling [16]. For co-activation experiments, a *Ctnnb1(ex3)*^*fl/fl*^*SmoM2*^*fl/fl*^ strain was generated. Both male and female mice were examined.

In timed mating experiments, the day of vaginal plug detection was considered E0.5. Pregnant females were injected with tamoxifen (solubilized in corn oil, T5648, Sigma-Aldrich) at E8.5, 10.5, 12.5, or 14.5 via intraperitoneal injection. Tamoxifen was administered either once with 1 mg or twice with 0.6 mg per injection and a 24-h time interval. Pregnant females were monitored until E18.5, when all embryos were collected for examination. Local governmental animal care regulations limited analyses to prenatal time points only. All experiments using animals were approved by the local animal care committee (Behörde für Justiz und Verbraucherschutz in Hamburg) and handling was conducted in accordance with local governmental and institutional animal care regulations. No randomization or blinding was performed in this study. All generated biological replicates were analyzed and incorporated in this study.

### Genotyping

DNA was extracted from ear or tail biopsies using Laird’s buffer (10 mM Tris-HCl pH 8.5, 5 mM EDTA, 0.5% SDS, 0.2 M NaCl, 0,1 mg/ml protein kinase K in ddH_2_O) and isopropanol precipitation. DNA was dissolved in DEPC-treated water and stored at 4 °C. Genotype-specific regions of the genome were amplified via PCR utilizing the following primers (*Cre*: TCCGGGCTGCCACGACCAA, GGCGCGGCAACACCATTTT, *Smo*: CTTGGGTGGAGAGGCTATTC, AGGTGAGATGACAGGAGATC, *Ctnnb1*: CGTGGACAATGGCTACTCAA, TGTCCAACTCCATCAGGTCA, *RFP*: AAAGTCGCTCTGAGTTGTTAT, GCGAAGAGTTTGTCCTCAACC, GGAGCGGGAGAAATGGATATG) and a DreamTaq-Polymerase (EP0703, Thermo Fisher Scientific, Waltham, MA, USA) based standard reaction mixture.

### Microscopy and immunohistochemistry

Tissue samples were fixed in 4% paraformaldehyde, dehydrated, embedded in paraffin, and then sectioned at 2 µm according to standard laboratory protocols. Immunohistochemical staining was performed on an automated staining machine (Ventana BenchMark TX, Roche Diagnostics, Mannheim, Germany). The following primary antibodies were used: Calretinin (610908, BD Biosciences, 1:1000), Caspase 3 (AF835, R&D Systems, 1:300), GFAP (M0761, Dako 1:200), Ki67 (ab15580, Abcam, 1:100), LIN28A (3978, Cell Signaling Technology, 1:100), MAP2C (M4403, Sigma-Aldrich, 1:3000), Nestin (611658, BD Biosciences, 1:200), OLIG2 (A9610, Millipore, 1:200), OTX2 (MA5-15854, Invitrogen, 1:2000), pHH3 (9706L, Cell Signaling Tech, 1:200), SOX2 (ab79351, Abcam, 1:200), Vimentin (ab92547, Abcam, 1:200), RFP (ABIN129578, Antibodies online, 1:50). Detection was performed with secondary antibodies and diaminobenzidine (DAB) as a chromogen.

### RNA extraction

RNA from FFPE human tumor tissue biopsy samples (8 IO-MEPL, 3 ETMR, 5 SHH-MB, 4 WNT-MB, 4 Group 4-MB) was extracted using the High Pure RNA Isolation Kit (06650775001, Roche Diagnostics). RNA was extracted from fresh frozen murine tissue samples (3 cerebellar tumors of 14-day-old *hGFAP-cre::SmoM2*^*fl/+*^ *mice*, 5 eyes of *Rax-creER*^*T2*^*::Ctnnb1(ex3)*^*fl/+*^*SmoM2*^*fl/+*^ (*RBS*) and 4 eyes of *Ctnnb1(ex3)*^*fl/+*^*SmoM2*^*fl/+*^ (*BS*) mice as controls) using the RNeasy® Mini Kit (74136, Qiagen, Hilden, Germany). One eye per mouse was used for RNA extraction. Phenotypes were confirmed by hematoxylin–eosin histology of the contralateral eye.

### Nanostring analysis

A minimum of 100 ng RNA per human tissue sample was analyzed using the nCounter PanCancer pathways panel on the nCounter FLEX Analysis System (NanoString Technologies, Seattle, Washington, USA) at the Institute of Pathology of the LMU in Munich.

A minimum of 30 ng RNA per mouse tissue sample was analyzed using the nCounter Mouse PanCancer pathways panel on the nCounter SPRINT Profiler System (NanoString Technologies) at the Nanostring Core Facility of the University Medical Center Hamburg-Eppendorf in Hamburg.

Nanostring gene expression data was compiled, normalized, and log2-transformed using the nSolver Analysis Software 4.0.70 including the nCounter Advanced Analysis Software 2.0.115.

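The deposited values of the murine samples are a normalized signal on the linear scale, so the log2 step was repeated on them with 1 added to every value. Low values lie on evenly spaced steps with one step size per sample, which is how whole counts look after a background level has been subtracted and the sample multiplied by one factor. Genes without signal above background share the lowest value of their sample, which is 1 step or 1. The geometric mean of 20 reference genes of the panel was 638 in each of the 12 samples, with a range of 0.000126%, so each sample had been scaled to that mean. This list of reference genes was put together after the gene names in the data had been seen, and the equality was then tested on the values. Of the 770 gene symbols, 760 matched the mouse reference table directly and 10 matched an older name in it.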

### Extraction and processing of proteins

FFPE tissue of murine embryonal tumors of E18.5 *GFAP-cre::Ctnnb1(ex3)*^*fl/+*^*SmoM2*^*fl/+*^ (*GBS*, *n* = 2) mice, as well as eyes of *RBS* embryos subjected to tamoxifen on E8.5 (*n* = 2), E10.5 (*n* = 2), E12.5 (*n* = 2), and E14.5 (*n* = 2) and eyes of *BS* littermates (*n* = 8) were deparaffinized using n-heptane and 70% ethanol and treated with 0.1 M TEAB with 1% SDC for 1 h at 99 °C prior to sonification. Protein concentrations were determined using the Pierce BCA Protein assay kit (Thermo Scientific). For tryptic digestion, 10 μg protein of each sample were used as previously described [17].

### Liquid-chromatography-coupled tandem mass spectrometer (LC-MS/MS)-based proteomic analysis

Prior to mass spectrometric analyses, peptides were resuspended in 0.1% formic acid. In all, 1 µg was used for measurement of every sample. LC-MS/MS measurements were performed on a Q Exactive Hybrid Quadrupole-Orbitrap Mass Spectrometer (Thermo Scientific) with nano-UPLC (Dionex Ultimate 3000, Thermo Scientific). Raw spectra were searched against the FASTA database (August 2021) using SEQUEST algorithm, implemented in the Proteome Discoverer Software v2.4.1.15.

Protein data were log2-transformed and samples were normalized via median centering. For every protein, median values of corresponding experimental and control groups were calculated.

### Unsupervised hierarchical clustering

Gene expression and protein data was analyzed using MultiExperiment Viewer (MeV) v4.9.0 software [18] (https://www.tm4.org). Distance method used was Pearson correlation, dendrogram drawing method used was average linkage. To visualize expression data in *z*-score format, each row was mean centered and divided by the standard deviation.

### Principle component analysis (PCA)

PCA was performed using Perseus v1.6.15 [19]. PCA plots were generated using GraphPad Prism v8.4 (GraphPad Software, San Diego, CA, USA).

### Gene set enrichment analysis (GSEA)

GSEA was performed on normalized count gene expression data using the GSEA software v4.0.3 of the Broad Institute [20, 21]. Gene sets were compiled as predefined by NanoString Technologies’ nCounter® (Mouse) PanCancer pathways panel (https://www.nanostring.com/support-documents/ncounter-pancancer-human-pathways-panel-gene-list/?dl=1). Gene sets with a size <15 or >100 genes were excluded from the analysis. 

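For the murine samples, genes were ranked by the difference of the class means of the log2 values, *RBS* minus control eyes. The running sum was weighted by this difference, and 1000 random sets of the same size gave the NES and the *p*-value. The *p*-value is the share of random sets with a score of the same sign at least as large, with 1 added to both counts. The gene lists of the panel's manufacturer were not used here. The sets were rebuilt from general knowledge of the pathways and held 35 Hedgehog, 88 Wnt, 72 cell cycle, 51 DNA damage repair, 27 Notch and 54 TGF-beta genes of the panel. Of the 35 Hedgehog genes, 20 are also in the Wnt set.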

Genes were ranked by log2 ratio of classes or diff of classes (for log-scale data) and statistical significance was determined by 1000 gene set permutations. *p* < 0.05 was considered significant.

### Data harmonization

For merging of internal and external datasets as well as cross-species analysis, human and murine datasets were reduced to homologous genes. Batch effects were removed using the parametric empirical Bayes framework provided by the ComBat algorithm [22] of the sva package [23] in R-3.6.3 [24].

### Agreement of differential expression (AGDEX)

In order to compare the transcriptome of human and murine tumor samples, the AGDEX statistic implemented in C++ was applied as previously published [25, 26]. *p* < 0.05 was considered significant.

### Statistical analysis and figures

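In the murine samples, *p*-values were taken from the *t* distribution, without the 100 permutations, and adjusted by step-down Bonferroni. This may not be the procedure of the software named. With it, 72 genes passed for *RBS* lesions against control eyes, 41 of them higher in *RBS* lesions. Against Shh-MBs, 80 genes passed, 56 of them higher in *RBS* lesions. In data simulated from the gene means of the control eyes, with 200 of 770 genes changed by 2-fold, the same test recovered 9% of the changed genes. The same spread was set for every gene and was not taken from the replicates. Recovery in the real data may therefore differ. With Benjamini-Hochberg adjustment of the same *p*-values, 347 genes differed between *RBS* lesions and control eyes and 380 between *RBS* lesions and Shh-MBs.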

Differentially expressed genes between two sample groups were determined by *t* test (Welch correction, 100 permutations, critical 0.05, adjusted Bonferroni) on log2-transformed gene expression data in MeV v4.9.0.

Differentially expressed genes between more than two sample groups were determined by analysis of variance test (1000 permutations, critical 0.01, adjusted Bonferroni) on log2-transformed gene expression data in MeV v4.9.0.

The sample-specific coefficient of variation, sample-specific mean, and inter-sample Pearson correlation coefficients were computed and visualized in GraphPad Prism v8.4.3. Venn diagrams were generated using DeepVenn v1 [27]. Graphs and images were formatted into figures using Adobe Illustrator 25.2.1.

### Nuclear staining quantification

Immunostained slides were digitalized using a Hamamatsu NanoZoomer 2.0-HT C9600 whole slide scanner. Whole images of control eyes and *RBS* lesions were exported using the NDP.view v2.7.43 software with consistent resolution (×40 lens) settings. Exported images were white balanced in Adobe Photoshop Version 22.3.1 prior to quantification.

The color deconvolution plugin in Fiji/ImageJ [28] was used to separate images into hematoxylin (H), DAB, and residual color channels.

For quantification and segmentation of nuclear structures, global thresholding was performed on the different color channels. In detail, the global threshold was gradually lowered in a looping statement, while the thresholded image was simultaneously analyzed and screened for particles holding features compatible with nuclei. The criteria for these features were dynamically adjusted by the iteration of the loop and comprised a pixel area of at least 27 to a maximum of 55 pixels, as well as a circularity ranging from 0.07 to 1.00. When compatible particles were found, these were counted and replaced by empty pixels.

For segmentation of positive nuclei, this approach was performed using the DAB-channel. For segmentation of negative nuclei, a combinatory image was used, which was obtained by adding the inverted DAB-channel to the sum of the H and the residual channel in the Image Calculator plugin. For segmentation of any remaining negative nuclei, a grayscale converted version of the original H/DAB staining image was used.

Tissue areas not eligible for quantification were excluded from the analysis. To review the validity of the digitally supported analysis approach, overlay images with the identified particles colored in red and blue (positive and negative nuclei, respectively) were created. All generated overlay images were determined as adequate.

### Gene ontology (GO) term network analysis

GO term networks were generated in Cytoscape 3.8.2 [29] and its integrated applications ClueGo 2.5.7 and CluePedia 1.5.7 [30, 31] using the REACTOME Reactions #12559 (11188) database. GO Term/Pathway Selection was defined as minimum 2 genes and 2% genes for human data and 8 genes and 20% genes for murine data. GO Term/Pathway Network Connectivity (Kappa score) was set to a minimum of 0.3. Statistical test used was enrichment/depletion (two-sided hypergeometric test). Multiple testing correction method used was Bonferroni step down. Pathways with *p* > 0.05 were excluded from the network. GO group affiliations of terms were represented by node colors.

Representative words for node clusters, were determined using the application Wordcloud [32] with normalization to the entire network with weight 0.2.

### RNA meta-analysis

CEL files from the two datasets GSE30074 [33] and GSE172170 [34] of the same array (Affymetrix Human Gene 1.0 ST) were jointly processed and normalized using the TAC software v4.0.2.15 (Thermo Scientific). MB molecular subgroups were assigned to the cases of GSE30074 according to GSE124814 [35].

The merged dataset was collapsed using Broad institute software and reduced to 703 common homologous genes shared with the human and mouse Nanostring PanCancer pathways panels. In order to compile datasets of similar sizes, 11 MB and 8 retinoblastoma samples were randomly selected for further analysis. First, internal and external datasets of human tumors were harmonized for batch effects using the ComBat algorithm. Subsequently, human and murine datasets were likewise combined.

### Data accession

Nanostring RNA expression data of human and mouse samples are accessible via GEO accession numbers GSE173758 and GSE173763.

Mouse protein data as well as experimental and processing details are accessible via the accession number PXD028697 of the PRIDE database [36] (ProteomeXchange Consortium).

## Results

### SHH and WNT signaling are co-activated in IO-MEPL

In order to unravel pathway alterations in IO-MEPLs, we analyzed gene expression data from tumor samples of 8 previously genetically characterized human IO-MEPLs [9] along with a set of 16 intracranial embryonal tumors comprising ETMRs and MBs, including the molecular groups SHH-, WNT-, and Group 4-MB. Unsupervised hierarchical clustering demonstrated primary clustering of the samples within their distinct tumor entity groups. Furthermore, IO-MEPL and ETMR tumors shared a common dendrogram branch (Fig. 1a), thus demonstrating similarities in gene expression. In order to search for tumor-specific cancer signaling pathways we constructed gene sets based on the predefined cancer-associated canonical pathways of the Nanostring PanCancer pathways panel. Significantly differentially expressed genes of SHH and WNT gene sets between tumor entities are illustrated in Fig. 1b, c. Of note, the highest mean expression values for both *SMO* and *CTNNB1* were found in the group of IO-MEPLs. Enrichment of SHH and WNT signaling genes in ETMR and IO-MEPL was analyzed using GSEA. Of the gene sets included in the analysis, the pathways SHH (*p* = 0.001), WNT (*p* < 0.001), and NOTCH (*p* = 0.035) were identified as significantly enriched in ETMRs (Fig. 1d). When correspondingly analyzing IO-MEPLs, SHH (*p* = 0.004) and WNT (*p* = 0.046) pathways were likewise and exclusively identified as significantly enriched (Fig. 1e).

**Fig. 1:**
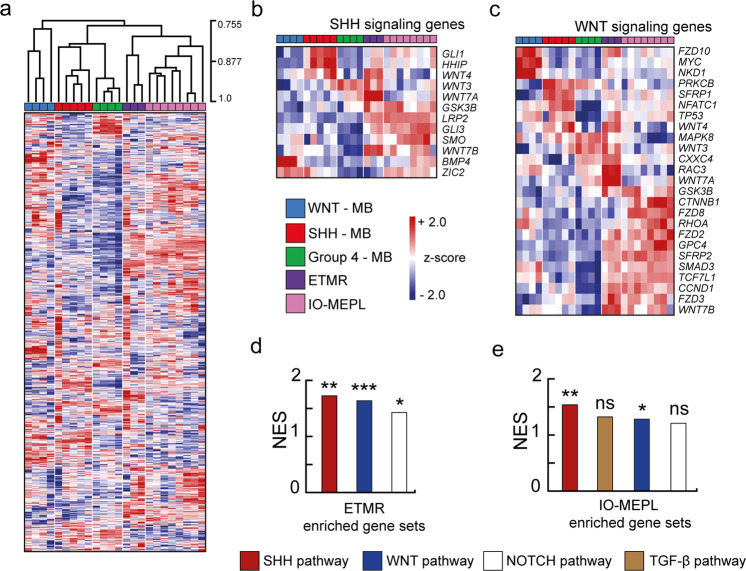
Gene expression analysis of IO-MEPLs and intracranial embryonal tumors. **a** Unsupervised hierarchical clustering based on expression of 770 genes of the PanCancer pathways panel (Nanostring Technologies). ETMRs and IO-MEPLs formed individual groups within a distinct shared dendrogram branch that separates the entities from molecular medulloblastoma subgroups. Distance method used was Pearson correlation; dendrogram drawing method used was average linkage. **b**, **c** Expression profiles based on differentially expressed genes of the Sonic hedgehog (SHH, **b**) and WNT (**c**) pathways displayed common upregulated target genes in IO-MEPLs and ETMRs (ANOVA test with adjusted Bonferroni correction). SHH and WNT gene sets were defined by the PanCancer pathways panel. Note the robust upregulation of *CTNNB1* and *SMO* in IO-MEPLs. **d**, **e** Gene set enrichment analysis (GSEA) reveals overrepresentation of both Wnt and Shh signaling pathway genes in ETMRs (**d**) as well as IO-MEPLs (**e**). Analysis was performed based on predefined Nanostring gene sets with Group 4-MBs used as a reference. Gene sets with an FDR value <0.25 are shown. Asterisks indicate significance: *p* value < 0.05*, <0.01**, <0.001***.

### Comparative gene expression analysis of ETMRs and IO-MEPLs

In order to explore differences in molecular characteristics of ETMRs and IO-MEPLs, we performed GSEA between the two tumor groups (Fig. 2a). GSEA demonstrated the NOTCH pathway gene set to be significantly enriched in ETMRs compared to IO-MEPLs (*p* = 0.036). Furthermore, we identified significantly differentially expressed genes in ETMRs and IO-MEPLs (Fig. 2b). GO term networks were generated based on the upregulated genes in ETMRs and IO-MEPLs and vice versa (Fig. 2c, d and Supplementary Tables 1 and 2). Among the terms illustrated, NOTCH signaling was again confirmed as a molecular characteristic of ETMRs, while associated terms with type IV collagens were linked to IO-MEPLs.

**Fig. 2:**
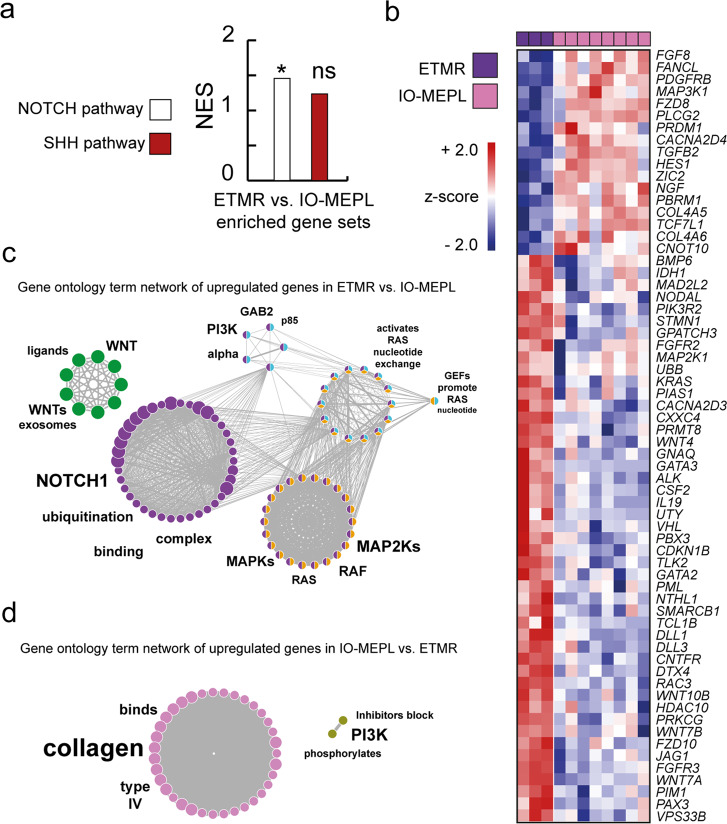
Differential gene expression and functional network analysis of IO-MEPLs compared to ETMRs. **a** Notch pathway genes were overrepresented in ETMR in comparison to IO-MEPL (GSEA). Gene sets with an FDR value <0.25 are shown. Asterisk indicates significance: *p* value < 0.05*. **b** Differentially expressed genes in IO-MEPLs compared to ETMRs. Welch-corrected *t* test with adjusted Bonferroni correction. **c**, **d** Gene ontology (GO) term network of upregulated genes in ETMR compared to IO-MEPL (**c**) and vice versa (**d**). Each node represents a significant GO term. Node colors indicate affiliation of GO terms to GO groups. Node clusters are annotated with the top four most significant words of the respective GO term aggregation. Font size differences within the annotation of a distinct cluster represent varying significances. Edges indicate term-term interrelations with Kappa score >0.3.

In summary, ETMRs and IO-MEPLs showed a co-activation of SHH and WNT signaling pathways, but gene expression revealed differences in NOTCH signaling pathway activation and functions associated with type IV collagens.

### Co-activation of Wnt and Shh signaling in vivo

Next, we asked whether Shh and Wnt signaling are crucial for the development of IO-MEPL. In order to test this hypothesis, we turned to an in vivo system and analyzed the effect of Shh and Wnt activation in retinal precursor cells during distinct time points of embryonal ocular development.

SOX2 and RAX are transcription factors with essential functions for early and late stages of embryonic eye development and have been described as markers for retinal precursor cells [37, 38]. An overview of ocular developmental stages and concomitant *Sox2* and *Rax* expression is illustrated and described in Fig. 3a. In brief, *Sox2* is broadly expressed in multiple ocular and extraocular structures during embryonic and postembryonic stages, while *Rax* shows stronger confinement to the retina at early phases of ocular development.

**Fig. 3:**
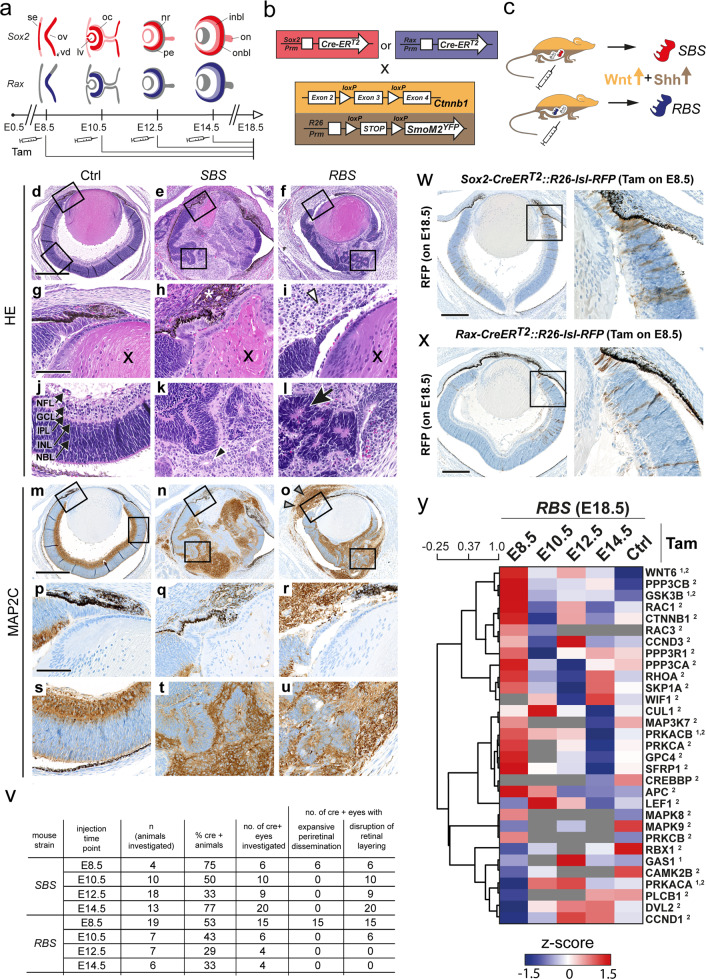
Time point-specific Shh and Wnt co-activation in *Sox2*- or *Rax*-positive retinal progenitor cells during embryonic development. **a** Scheme of *Sox2* and *Rax* expression during eye development based on previously published data [37, 38, 52–57]. At early developmental stages, the head ectoderm initially expresses low levels of *Sox2*. Its contact with the optic vesicle elicits local augmentation of *Sox2* expression [56]. Around E9.5, *Rax* expression is observed in the ventral diencephalon as well as the optic evaginations [52]. At E10.5, the closing lens vesicle and the inner layer of the optic cup express *Sox2* strongly, while the surface ectoderm and the outer layer of optic cup are low in *Sox2* expression [56]. In later stages, *Sox2* expression in the lens decreases and becomes confined to the lens epithelium, while strong *Sox2* expression is retained in the retina during further developmental stages and is also found in the optic nerve [53, 54]. In comparison, *Rax* expression is more strongly restricted to the developing retina at earlier stages and also develops a decreasing gradient from the inner to the outer retinal layers [55]. *Rax* expression has also been reported in extraocular tissue, namely, the hypothalamus, pituitary gland, and pineal gland during embryonic stages in rodents [38]. In contrast, *Sox2* is generally more extensively expressed and remains detectable throughout various tissues [57]. Tamoxifen administration was initiated at E8.5, E10.5, E12.5, or E14.5. Ocular development continued until E18.5, when embryos were investigated. Colors with higher opacity indicate relatively lower or diminishing expression. Gray color indicates very low or insignificant expression. se surface ectoderm, ov optic vesicle, vd ventral diencephalon, lv lens vesicle, oc optic cup, nr neural retina, pe pigmented epithelium, inbl inner neuroblast layer, onbl outer neuroblast layer, on optic nerve. **b** Breeding scheme used in this study: Mice expressing CreER^T2^ either under the *Sox2* or the *Rax* promoter were mated with mice carrying both a *Ctnnb1* gene with exon 3 flanked by *loxP* sites and a *SmoM2* construct following a *loxP* flanked functional “STOP” sequence containing a polyadenylation sequence. **c** Upon administration of tamoxifen in pregnant mice, Cre-recombinase is translocated in the nucleus of *Sox2*- or *Rax*-positive cells and deletes exon 3 of the *Ctnnb1* gene, resulting in a stabilized beta-Catenin protein. Simultaneously, SmoM2 is constitutively expressed. Consequently, both Wnt and Shh signaling are upregulated in *Sox2-creER*^*T2*^*::Ctnnb1(ex3)*^*fl/+*^*SmoM2*^*fl/+*^*(SBS)* and *Rax-creER*^*T2*^*::Ctnnb1(ex3)*^*fl/+*^*SmoM2*^*fl/+*^ *(RBS)* mice. **d**–**f** Overview H&E ocular histology of control (*Ctnnb1(ex3)*^*fl/+*^*SmoM2*^*fl/+*^, **d**) and mutant mice (*SBS*, **e**, and *RBS*, **f**) after Shh and Wnt co-activation initiated on E8.5. In *SBS* and *RBS* mice, ocular structures were obliterated and replaced by cellular infiltrates with periretinal dissemination. **g**–**i** High-magnification images of the prospective ciliary body region. Control eyes at day E18.5 displayed clearly distinguishable emerging inner ciliary epithelium and initiation of the folding of the outer ciliary epithelium (**g**). Corresponding regions in *SBS* (**h**) and *RBS* (**i**) mice showed pigmented (**h**, asterisk) and clear, sheet-like growing cells (**i**, white arrowheads) in proximity of residuals of the prospective ciliary body. Lens tissue is marked with an “x.” **j**–**l** High-magnification images of retinal and retina-like rosette structures. The control neonatal retina displayed five major distinguishable layers (**j**). NFL nerve fiber layer, GCL ganglion cell layer, IPL inner plexiform layer, INL inner nuclear layer, NBL neuroblast layer. *SBS* (**k**) and *RBS* (**l**) mice frequently showed rosette-forming retina-like cells with central lumina. Rosettes appeared either unilayered (**k**, black arrowhead) or multilayered/pseudostratified, resembling derivative NBL (**l**, black arrow). **m**–**u** Overview MAP2C immunostaining of ocular histology of control (**m**) and mutant (**n**, **o**) mice. In the control retina, a predominance of MAP2C positivity was displayed in the GCL (**m**, **p**, **s**) and no staining was detected in the prospective ciliary body (**p**). In *SBS* (**n**) and *RBS* (**o**) mice, sheet-like growing cells displayed strong MAP2C expression (**n**, **o**, **r**, **q**, **u**) and demonstrated periretinal infiltration (**o**, arrowheads). Pseudostratified NBL-like rosettes, much like the NBL of controls, appeared negative (**t**, **u**). Scale bar in **d**–**f** and **m**–**o** is 500 µm. Scale bar in **g**–**l** and **p**–**u** is 100 µm. **v** Tabular overview of experimental replicates and observed phenotypes. Not all eyes of *SBS* E12.5 and *RBS* E8.5 litters were subjected to histomorphological assessment. **w**, **x** Cell fate determination of *Sox2*-positive (**w**) and *Rax*-positive (**x**) precursor cells demonstrated in the eyes of E18.5 *Rax*-*creER*^*T2*^*::R26-lsl-RFP* mice after tamoxifen administration on day E8.5. Mapped cells were found within the prospective ciliary body as well as throughout the neural retina in a columnar arrangement. Single cells of the retinal pigmented epithelium appeared positive. Scale bar is 250 µm. **y** Heat map of SHH^1^ and WNT^2^ pathway-related proteins demonstrated robust abundance in *RBS* E8.5 lesions compared to *RBS* eyes after later injection time points (E10.5, E12.5, and E14.5) and control eyes. Distance method used was Pearson correlation; dendrogram drawing method used was average linkage. Selection of proteins was based on gene sets of the mouse Nanostring PanCancer pathways panel. Biological replicates for E8.5–E14.5 were *n* = 2 and for control eyes *n* = 8 (*n* = 2 for each time point of tamoxifen administration). Gray color = missing value.

For spatiotemporal control of Wnt and Shh signaling activation during embryonal eye development in vivo, we used a tamoxifen-inducible cre recombinase (*creER*^*T2*^*)* under control of either the *Sox2* or the *Rax* promoter (*Sox2-creER*^*T2*^ [11] and *Rax-creER*^*T2*^ [13], Fig. 3b, c). Respective mutants were crossed with mice harboring floxed alleles of the Wnt and Shh pathway components *Ctnnb1(ex3)*^*fl/fl*^ [15] and *SmoM2*^*fl/f*^ [12], respectively. Tamoxifen administration in pregnant mice bearing offspring with *Ctnnb1(ex3)*^*fl/+*^*SmoM2*^*fl/+*^ and either *Sox2-creER*^*T2*^ (*SBS*) or *Rax-creER*^*T2*^ (*RBS*, Fig. 3b, c) was initiated at E8.5, E10.5, E12.5, or E14.5, and embryos were collected for analysis on E18.5 (Fig. 3d–u and Supplementary Fig. 1).

### Early *Sox2* and *Rax* dependent co-activation of Shh and Wnt signaling during embryonic development leads to formation of analogous tumor-like ocular lesions

Tamoxifen injection on day E8.5 of embryonic eye development resulted in obliteration of anatomical integrity of the eye in *SBS* and *RBS* mice on E18.5. The retinal continuity was disrupted and the intraocular space was filled with cellular infiltrates, which also expanded beyond the perimeter of the ocular chambers (Fig. 3d–l). The ocular lesions displayed intralesional heterogeneity, with the majority of the cell masses consisting of sheet-like/structurelessly spread monomorphous cells with clear cytoplasm (Fig. 3i, white arrowhead). Additionally, crowded neuroblastic cell formations in an either multilayered, pseudostratified rosette or misfolded appearing pattern were frequently found (Fig. 3k, l). Moreover, we observed monolayered rosette formations (Fig. 3k, black arrowhead) as well as cohesive groups of epithelioid cells with prominent pigmentation (Fig. 3h, asterisk). All of these features were found in *SBS* and *RBS* E8.5 lesions with no appreciable differences. Induction at later time points than E8.5 led to strongly attenuated ocular phenotypes. Eyes of *SBS* mice were characterized by rosette-like or misfolded disorganization of retinal elements, reminiscent of retinal dysplasia (Supplementary Fig. 1a–f). In comparison, *RBS* ocular morphology displayed less distinctive retinal misfolding (Supplementary Fig. 1g–l). Importantly, sheet-like monomorphously growing cells with expansive periretinal dissemination were not observed in any mice injected later than E8.5 (Fig. 3v).

Ocular lesions, which originated after tamoxifen injection on day E8.5, were assessed for protein expression characteristics by immunostaining. We found strong and homogeneously distributed cytoplasmic signal of MAP2C primarily in the sheet-like growing cell layer, while rosettes and residuals of the neuroblastic layer showed only weak positivity and pigmented cell groups appeared negative (Fig. 3m–u). The neonatal control retina showed strong staining primarily in the ganglion cell layer (GCL), whereas the outer layers of the retina displayed only faint staining. Extensive immunostaining analysis demonstrated that *Sox2* and *Rax* promoter driven ocular lesions shared consistent protein expression characteristics (Supplementary Fig. 2). In order to detect the possible cell of origin for *SBS* and *RBS* ocular lesions, we characterized the fate of *Sox2*- and *Rax*-positive cells targeted at E8.5. We performed fate mapping experiments using a tamoxifen inducible RFP expressing mouse strain (*R26-lsl-RFP*) [14]. RFP staining revealed the targeted *Sox2*- and *Rax*-positive cells on E8.5 to comprise precursor cells of the prospective ciliary body as well as columnar distributed cells of all retina layers (Fig. 3w, x). Thus, we concluded that *SBS* and *RBS* ocular tissues displayed no apparent distinctions and represented analogous lesions.

### *RBS* E8.5 ocular lesions rely on time point-specific co-activation of Shh and Wnt and demonstrate marked differences in protein analyses compared to the developing eye

With regard to the strong retinal confinement of *Rax* promoter activity during development, we considered *RBS* to represent the favorable mouse model over *SBS* and continued with further investigations on the former. In order to explore the striking attenuation of *RBS* phenotypes after tamoxifen injection at later time points than E8.5, we subjected the ocular tissue of all *RBS* experimental groups to proteomic analysis. We found that Shh and Wnt pathway related proteins were highly abundant in E8.5 lesions compared to lesions generated after later injection time points and control eyes (Fig. 3y). Moreover, in line with the prevailing disseminated MAP2C-positive cells of E8.5 lesions, proteomic profiles strongly reflected immature neuronal signatures and similarity to murine ETMR-like embryonal tumors [8] (Supplementary Fig. 3).

Our subsequent experiments focused on *RBS* lesions after tamoxifen administration on E8.5. We first asked whether single pathway activation (either Shh or Wnt) at E8.5 may be sufficient to drive tumor-like lesions. We therefore performed tamoxifen injection on day E8.5 in *Rax*-*creER*^*T2*^*::Ctnnb1(ex3)*^*fl/+*^(*RB*) or *Rax*-*creER*^*T2*^*::SmoM2*^*fl/+*^ (*RS*) mice for sole activation of either the Wnt or the Shh pathway. We found no ocular phenotypes with periretinal expansion and hence no concordance to *RBS* lesions in these mice (Supplementary Fig. 4). Therefore, co-activation of both pathways, Shh and Wnt is crucial for the *RBS* (E8.5 induced) ocular phenotype.

Next, in order to assess immunohistochemical differences of *RBS* lesions compared to control retinas in an impartial way, we quantified immunostaining signals digitally using the Fiji/ImageJ software [28] The sheet-like growing cells of *RBS* lesions and the GCL of the control retina, which corresponded in morphology and MAP2C positivity, were designated as the cellular compartments eligible for quantification in both tissues (Fig. 4a–o).

**Fig. 4:**
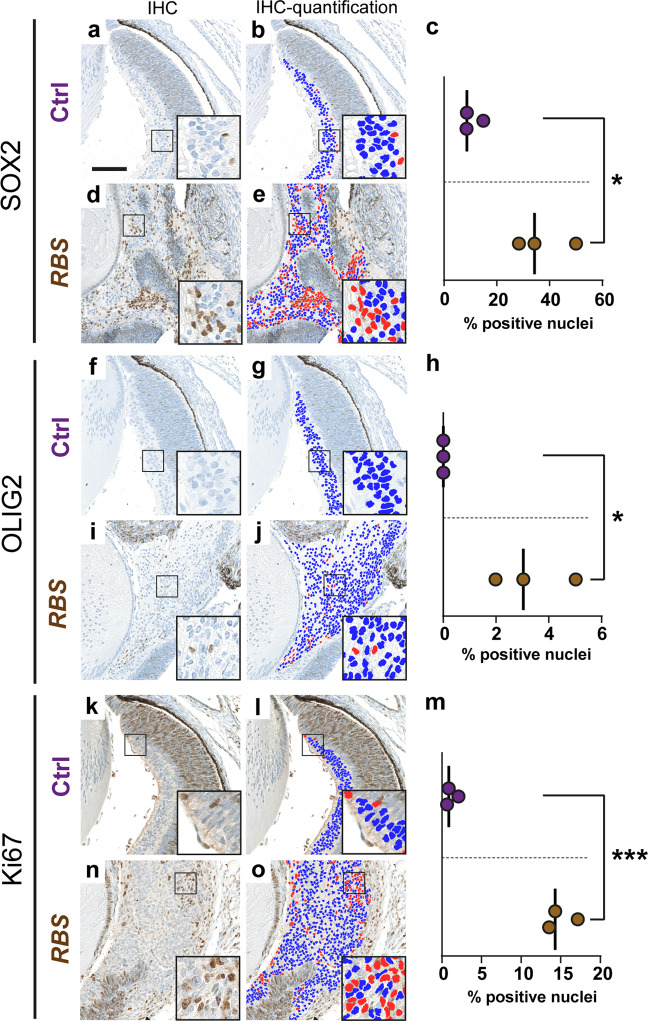
Quantification of immunohistochemical nuclear staining in control retina and *Rax*-*creER*^*T2*^*::Ctnnb1(ex3)*^*fl/+*^*SmoM2*^*fl/+*^ (*RBS*) ocular lesions. Digitally supported quantification of SOX2 (**a**–**e**), OLIG2 (**f**–**j**), and Ki67 (**k**–**o**) nuclear staining in inner retinal layers of control mice (**a**, **f**, **k**) and sheet-like growing masses of *RBS* E8.5 ocular lesions (**d**, **i**, **n**). Nuclear signal of SOX2 (**c**), OLIG (**h**), and Ki67 (**m**) was significantly increased in mutant *RBS* lesions (brown) compared to control retinas (purple). Negative nuclei are labeled blue, positive nuclei are labeled red (**b**, **e**, **g**, **j**, **l**, **o**). In **c**, **h**, **m**, lines indicate medians. Asterisks indicate significance: *p* value <0.05*, <0.001***, two-tailed *t* test. Scale bar is 100 µm.

For identification of quantifiable differences between mutant and control tissue, we evaluated nuclear staining signals for markers of the retina, such as SOX2 and OLIG2, and assessed proliferation via Ki67. In *RBS* lesions, SOX2 expression was strongly present in the majority of cells of the sheet-like growing compartment as well as moderately strong in the rosette elements (Supplementary Fig. 2e, f and Fig. 4d, e). Digitally supported quantification of nuclear signal in *RBS* lesions compared to control eyes demonstrated significant increase of SOX2-positive cells in *RBS* lesions compared to inner retinas (*p* = 0.0167, Fig. 4c). Additionally, OLIG2-positive cells were found in scattered distribution in the sheet-like growing compartment (Supplementary Fig. 2l and Fig. 4i, j). Digital quantification confirmed the increase of OLIG2-positive cells in *RBS* lesions (*p* = 0.0199, Fig. 4h). In order to assess proliferation, Ki67 staining was analyzed. In the control retina, single Ki67-positive cells were detected in the GCL (Supplementary Fig. 2y, z and Fig. 4k, l), whereas a significantly higher percentage of positive cells was detected in the sheet-like growing compartment of *RBS* lesions (*p* = 0.0003, Supplementary Fig. 2ac, ad and Fig. 4m, n).

In conclusion, co-activation of Shh and Wnt signaling in *Sox2*- and *Rax-*positive retinal precursor cells at E8.5 resulted in the formation of tumor-like ocular lesions. These comprised components of the immature retina with increase in the nuclear expression of SOX2 and OLIG2. Additionally, an increased Ki67 proliferation index was detected in the sheet-like growing compartment of *RBS* lesions.

### Histomorphology, immunohistochemistry as well as molecular profiles of *RBS* ocular lesions demonstrate similarity with human IO-MEPL

Next, we analyzed gene expression data of *RBS* ocular lesions (*n* = 5) and control eyes (*n* = 4). 

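RNA was taken from 1 eye per mouse at E18.5, from 5 *RBS* mice given tamoxifen at E8.5 and from 4 control mice that carry both floxed alleles without the Cre driver. The nCounter panel counts RNA molecules of 770 cancer pathway genes with color-coded probes and without amplification. Total signal divided by the step between low values gives the depth. It was between 335351 and 638110 counts above background in *RBS* lesions (median 575476) and between 589999 and 716967 in control eyes (median 644432). Between 52 and 93 genes per eye were at the lowest value, and for weak genes this depth limits the precision. The most abundant gene took 11.6% to 13.6% of the signal in *RBS* lesions and 25.3% to 31.0% in control eyes. It was the histone gene *Hist2h3b* in all eyes except RBS 5, where it was *Ubb*.

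Groups were compared with limma, two-sided, on log2 values of all 770 genes without a filter. At an adjusted *p* under 0.05 (Benjamini-Hochberg), 394 genes differed between *RBS* lesions and control eyes, 254 of them higher and 140 lower in *RBS* lesions. Of these, 102 were higher and 60 lower by more than 2-fold. In 334 genes, all *RBS* values lay on one side of all control values, where chance gives 1.59% of genes, or 12.2. The smallest *p*-value of an exact permutation test per gene was 0.00794, the smallest that 5 against 4 eyes allow. The median log2 difference over all genes was 0.17, and with each sample centred on its median 177 genes were higher and 177 lower. Of the alternatives, the *t* test of the methods, run without its permutations and with a step-down Bonferroni adjustment, moved the number of genes most. In data simulated from the gene means of the control eyes, limma recovered 84% of 200 genes changed by 2-fold. Of those with a signal of 20 or more it recovered 99.3%. The simulation set the same spread for every gene, so recovery in the real data may differ.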

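Cerebellar tumors of 14-day-old *hGFAP-cre::SmoM2* fl/+ mice, in which an active form of Smo drives Shh signaling, were measured on the same panel. The 3 tumors had 541188, 638657 and 707044 counts above background. They differ from the eyes in tissue and age as well as in genotype. *Ctnnb1* had a normalized signal of 7957 ± 395 (SD, *n* = 5) in *RBS* lesions and 4863 ± 287 (SD, *n* = 3) in these tumors, a log2 difference of 0.71 (standard error 0.0924, adjusted *p* = 0.000257, limma). This difference changes sign to -0.14 with each sample centred on its median. With quantile normalization it was 0.058 (adjusted *p* = 0.502, limma). The *t* test without permutations and with step-down Bonferroni adjustment did not call it either (adjusted *p* = 0.223). *Smo* was 177 ± 13.6 (SD, *n* = 5) in *RBS* lesions and 158 ± 24.1 (SD, *n* = 3) in the tumors, which is within the spread between replicates (log2 difference 0.17, adjusted *p* = 0.258, limma), and its sign depends on the scaling. *Smo* was lower at an adjusted *p* under 0.05 with median centring (log2 difference -0.67, adjusted *p* = 0.00678, limma) and with quantile normalization (-0.46, adjusted *p* = 0.0278, limma). Among genes that Shh signaling induces, *Gli1* was 69.8 ± 12.6 (SD, *n* = 5) in *RBS* lesions and 223 ± 15.1 (SD, *n* = 3) in the tumors. Its log2 difference was -1.68 (standard error 0.175, adjusted *p* = 7.61e-05, limma), and every *RBS* lesion was lower than every tumor. *Ptch1* and *Hhip* had log2 differences of -0.21 and -0.26 with adjusted *p*-values of 0.195 and 0.302. Both were lower at an adjusted *p* under 0.05 with median centring (log2 difference -1.05 and -1.104), with quantile normalization and with scaling to the total without the 3 most abundant genes, a scaling chosen after the data were seen.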

Murine Shh-MBs (*n* = 3) of *hGFAP-cre::SmoM2*^*fl/+*^ mice [39] were used as additional reference controls. Co-activation of Shh and Wnt signaling in *RBS* lesions compared to control eyes was confirmed using GSEA (NES_Shh_ = 1.46, *p* = 0.038, NES_Wnt_ = 1.617, *p* = 0.003, Fig. 5a). Moreover, a GO network based on significantly overexpressed genes in *RBS* lesions compared to control eyes demonstrated activation of Wnt pathway components as well as RAF and MAPK related terms (Fig. 5b and Supplementary Table 3). In contrast, upregulated genes of developing E18.5 control eyes compared to *RBS* lesions mainly attributed to DNA replication (Supplementary Fig. 5a and Supplementary Table 4). 

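In the rebuilt Wnt set, GSEA gave an NES of 1.57 (*p* = 0.00686, gene set permutation; 0.0137 after Benjamini-Hochberg adjustment over the 6 sets tested). Of its genes, 73 were higher in *RBS* lesions, 46 of them at an adjusted *p* under 0.05 in limma (46 adjusted over the list alone). Past this threshold 6 were lower (7 adjusted over the list alone). The 6 were *Ccnd1*, *Dkk2*, *Sfrp2*, *Bambi*, *Sfrp1* and *Ppp3ca*, and *Ccnd1* fell most (log2 difference -2.91). The median log2 difference of the Wnt set was 0.47. In the Hedgehog set, the NES was 1.43 (*p* = 0.0548, gene set permutation, adjusted 0.0821). Here 23 genes were higher, 15 of them past the threshold (15 adjusted over the list alone). The 4 genes lower past it (4 adjusted over the list alone) were *Gli3*, *Gas1*, *Gli1* and *Bmp6*. The median log2 difference was 0.31. Both medians stayed above 0 under the other scalings tried. With camera, the preset correlation gave *p* = 0.000946 for Wnt and 0.215 for Hedgehog. The call for Wnt held under fry (*p* = 3.08e-06) but not with the correlation estimated from the samples (*p* = 0.0721), and Hedgehog passed with fry alone.

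The 14 genes before the peak of the Hedgehog running sum were *Wnt3*, *Lrp2*, *Ptch1*, *Wnt10b*, *Bmp5*, *Wnt7a*, *Wnt7b*, *Prkacb*, *Wnt5a*, *Wnt4*, *Wnt3a*, *Wnt6*, *Wnt10a* and *Bmp2*. *Wnt10b* was at the lowest value in 2 control eyes, and *Wnt3a* in 2 control eyes and 2 *RBS* lesions with overlapping groups (adjusted *p* = 0.106, limma). Without the 20 genes shared by both sets, the NES was 1.25 for Hedgehog (gene set permutation, *p* = 0.199) and 1.34 for Wnt (*p* = 0.0747). The alternative that moved the Hedgehog score most was permuting the sample labels (NES 1.17). The Hedgehog *p*-value (gene set permutation) rose to 0.205 with low genes left out, 0.149 with genes ranked by moderated *t* and 0.147 with weight 0. It fell to 0.0141 without RBS 2, 0.0471 without RBS 4, 0.0417 without control 1 and 0.0197 without control 4. With genes ranked by the log2 ratio of class means, the other ranking that the methods name, it was 0.0162; this ranking was tried after the data were seen. The Notch and TGF-beta sets had NES values of 0.81 (gene set permutation, *p* = 0.736) and 0.70 (*p* = 0.924).

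**Figure D1:**
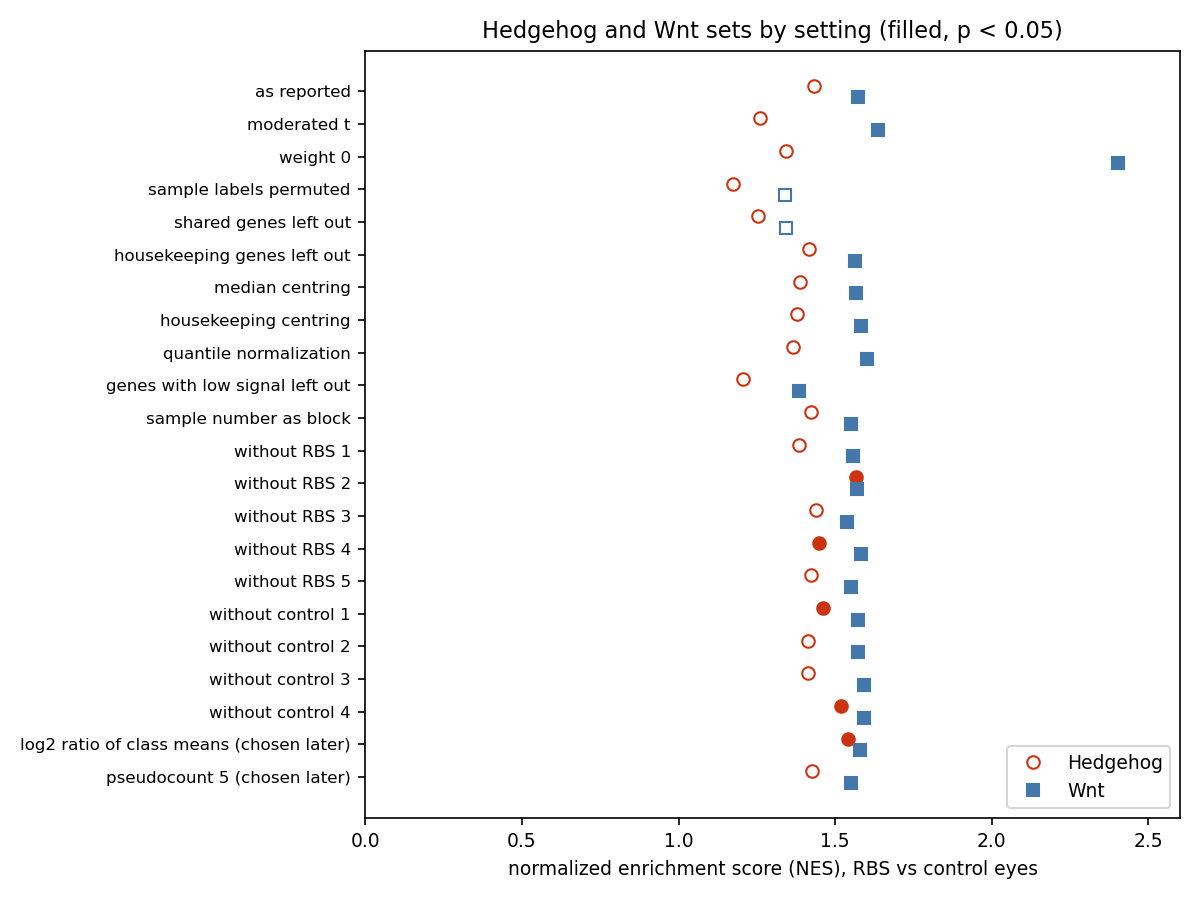
NES of the Hedgehog set (circles) and the Wnt set (squares) for *RBS* lesions against control eyes, one line per setting; filled symbols have a *p*-value under 0.05. The Wnt score lies at 1.34 or above in every setting shown, and the Hedgehog score at 1.17 or above.

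The targeted genes themselves were *Ctnnb1*, with a log2 difference of 0.48 to control eyes (standard error 0.0746, adjusted *p* = 0.00063, limma), and *Smo*, with 0.18 (standard error 0.0963, adjusted *p* = 0.164). The *Smo* difference was -0.00 with median centring and -0.02 with quantile normalization. In these mice recombination stabilizes the beta-Catenin protein and switches on a *SmoM2* construct. The RNA levels of *Ctnnb1* and *Smo* are therefore no direct measure of the activity of either pathway. Of the Shh target genes, *Ptch1* was 893 ± 106 (SD, *n* = 5) in *RBS* lesions and 192 ± 22.7 (SD, *n* = 4) in control eyes, a log2 difference of 2.21 (standard error 0.12, adjusted *p* = 3.12e-06, limma). *Gli1* was lower in every *RBS* lesion than in every control eye, with 110 ± 9.24 (SD, *n* = 4) in control eyes and a log2 difference of -0.67 (standard error 0.154, adjusted *p* = 0.00559, limma). *Hhip* differed by 0.26, within the spread between replicates (adjusted *p* = 0.222). Of the 7 Wnt target genes on the list, *Axin2* rose by 0.92 (standard error 0.124, adjusted *p* = 0.000292) and *Wif1* by 1.35 (standard error 0.279, adjusted *p* = 0.00331). *Lef1* (0.48), *Nkd1* (0.06), *Rnf43* (0.29), *Dkk1* (-0.84) and *Dkk4* (0.19) did not pass the threshold. *Rnf43* and *Dkk4* lie near the floor, and without RBS 1 *Lef1* passed it (adjusted *p* = 0.019). *Dkk1* passed it as a lower gene in 6 alternatives, among them median centring (log2 difference -1.02, adjusted *p* = 0.0366) and leaving out RBS 5 (adjusted *p* = 0.0188). The paper takes the enrichment of both gene sets as evidence that Shh and Wnt signaling are co-activated in *RBS* lesions. It also reports that proteins of both pathways were abundant in these lesions. With either pathway activated alone, it found no lesions with periretinal expansion. The protein and single-pathway results were not analysed here.

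**Figure D2:**
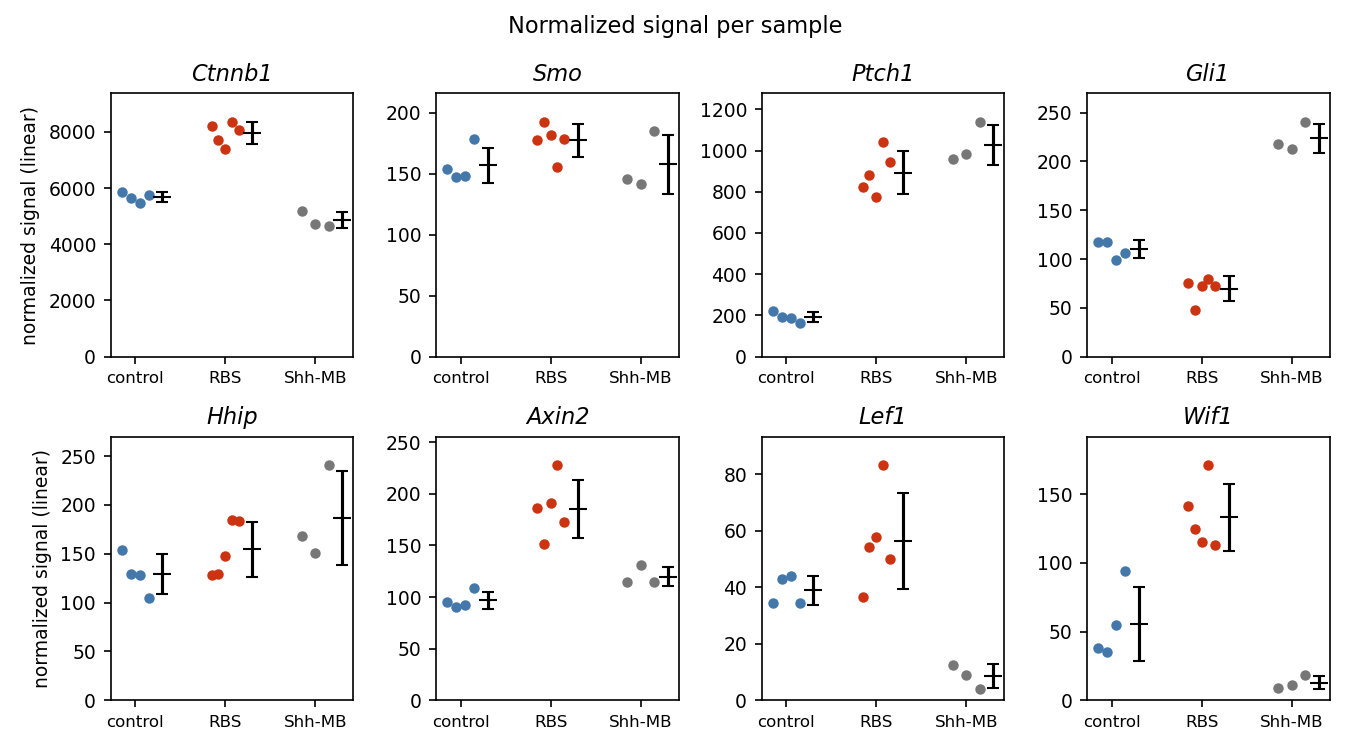
Normalized signal per sample (linear scale, each axis from 0) of *Ctnnb1*, *Smo* and Shh and Wnt target genes in control eyes (*n* = 4), *RBS* lesions (*n* = 5) and Shh-MBs (*n* = 3); points are samples, bars are mean and SD. *Ptch1* lies between 773 and 1043 in *RBS* lesions, above all control eyes, and *Gli1* between 47.9 and 79.6, below all control eyes.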

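All 42 genes listed in Supplementary Table 3 are on the panel, and all 42 were higher in *RBS* lesions at an adjusted *p* under 0.05 in limma. Adjusted over the list alone the count was also 42. The study chose these genes on the same samples, so neither count is independent evidence. Their log2 differences lay between 0.34 and 3.15, with a median of 0.74. With the *t* test of the methods, run without its permutations and with a step-down Bonferroni adjustment, 9 of the 42 passed, and with each sample centred on its median 36 did. Left out one at a time, no sample changed the count.

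The genes with the largest rise over all 770 were *Baiap3*, *Cacna1e*, *Id4*, *Grin2b* and *Wnt3*. *Id4* was 7553 ± 689 (SD, *n* = 5) in *RBS* lesions and 719 ± 34.2 (SD, *n* = 4) in control eyes, a log2 difference of 3.39 (standard error 0.0908, adjusted *p* = 3.25e-08, limma). *Cacna1e* was 125 ± 22.2 (SD, *n* = 5) against 5.39 ± 1.57 (SD, *n* = 4), the latter near the floor, and *Grin2b* was 287 ± 34.9 (SD, *n* = 5) against 31.4 ± 10.1 (SD, *n* = 4). *Baiap3* had a signal of 60.7 ± 10.3 (SD, *n* = 5) in *RBS* lesions and was at the lowest value in 3 of the 4 control eyes. *Wnt3* had 33.4 ± 4.65 (SD, *n* = 5) and was at the lowest value in 1 control eye.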

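All 18 genes of Supplementary Table 4 were lower in *RBS* lesions than in control eyes at an adjusted *p* under 0.05 in limma, and also when adjusted over the list alone. They too were chosen by the study on these samples. The log2 differences lay between -1.94 and -0.31, with a median of -1.11. Of the 18, 6 passed the same test without permutations. A list of 17 DNA replication genes, of which 11 are in Supplementary Table 4, had a median log2 difference of -1.098. All 17 were lower in *RBS* lesions, 14 of them past the threshold over all genes and 14 adjusted over the list alone. In GSEA, the cell cycle set had an NES of -1.96 (*p* = 0.0036, gene set permutation) and the DNA damage repair set -2.24 (*p* = 0.00346), each the smallest *p* that the permutations of that set can give. Adjusted over the 6 sets, both were 0.0108. With sample labels permuted in place of genes, the *p*-values were 0.0704 and 0.0833. Of the cell cycle set, 30 genes were lower and 10 higher past the threshold (30 and 10 adjusted over the list alone), and of the repair set 26 and 4 (26 and 4 adjusted over the list alone). Under camera both calls held with the preset correlation (*p* = 4.05e-06 and 4.99e-07), with the estimated correlation (0.00856 and 0.0124) and under fry.

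The genes with the largest fall were *Fgf3*, *Col4a3*, *Col4a4*, *Ccnd1* and *Fgf15*. *Ccnd1*, which encodes cyclin D1, was 1856 ± 374 (SD, *n* = 5) in *RBS* lesions and 13870 ± 1834 (SD, *n* = 4) in control eyes, a log2 difference of -2.91 (standard error 0.169, adjusted *p* = 3.48e-06, limma). *Fgf15* was 133 ± 33.0 (SD, *n* = 5) against 968 ± 129 (SD, *n* = 4), and *Col4a3* 7.26 ± 8.86 (SD, *n* = 5) against 125 ± 32.6 (SD, *n* = 4). Without RBS 4 the mean of *Col4a3* in *RBS* lesions was 3.34, near the floor. *Fgf3* and *Col4a4* were each at the lowest value in 2 of the 5 *RBS* lesions. With values under 20 set to 20, a setting chosen after the data were seen, *Col4a4* did not pass the threshold (adjusted *p* = 0.425).

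**Figure D3:**
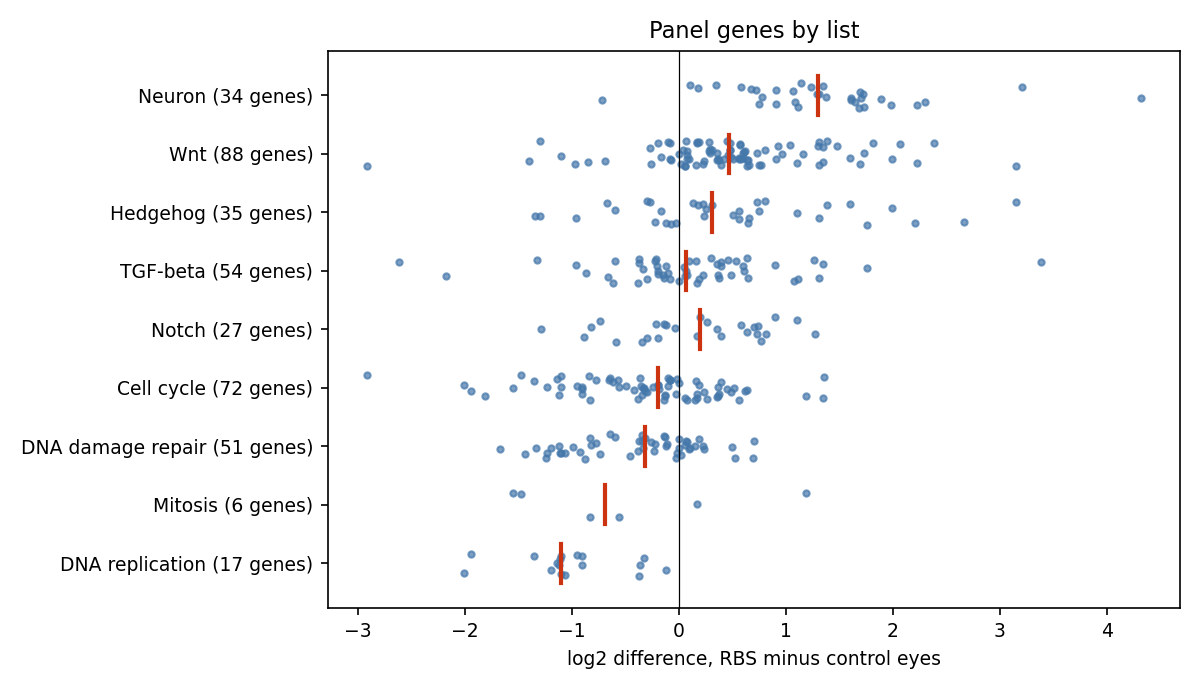
Log2 difference, *RBS* minus control eyes, of the panel genes in 9 lists; each point is a gene and each bar the median of a list. The medians run from -1.098 for DNA replication to 1.303 for neuronal genes.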

Of note, a significant subset of the genes of the Nanostring panel was also detected in proteomic analyses (Supplementary Fig. 5b). 

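On the RNA side, the 19 genes labelled in Fig. 5c were all higher in *RBS* lesions than in control eyes at an adjusted *p* under 0.05 in limma (19 adjusted over the list alone), with log2 differences between 0.27 and 1.7003 and a median of 0.53. *Eef1g* and *Mapt* are the ends of this range. The 14 genes labelled in Supplementary Fig. 5c were all lower, with log2 differences between -1.11 and -0.18 and a median of -0.70, and 13 of them passed the threshold (14 adjusted over the list alone). The exception was *Npm1*, with a log2 difference of -0.18. The figures show genes picked from the same samples. The protein measurements were not analysed here.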

Protein measurements confirmed robust fold changes (Fig. 5c and Supplementary Fig 5c).

**Fig. 5:**
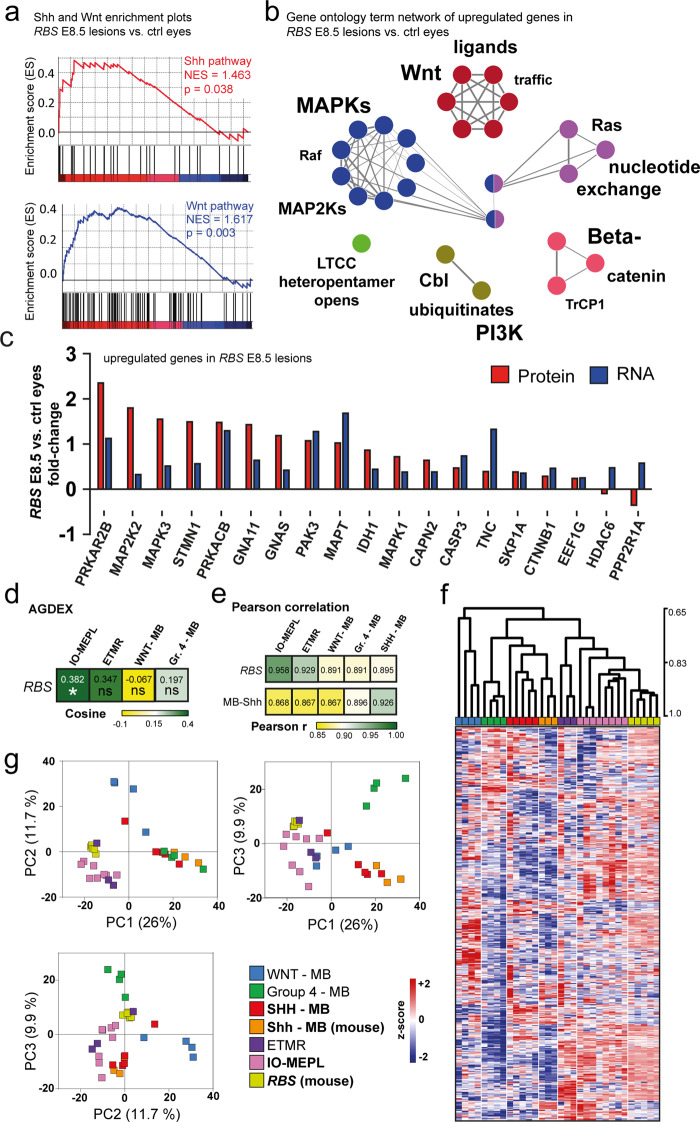
*Rax*-*creER*^*T2*^*::Ctnnb1(ex3)*^*fl/+*^*SmoM2*^*fl/+*^ (*RBS*) ocular lesions display molecular similarities to human IO-MEPL. **a** Both Shh and Wnt pathway genes were overrepresented in *RBS* ocular lesions in comparison to control eyes. GSEA was performed based on predefined Nanostring gene sets. **b** Functional gene ontology (GO) term network of upregulated genes in *RBS* lesions compared to control eyes. Each node represents a significant GO term. Node colors indicate affiliation of GO terms to GO groups. Node clusters are annotated with the top three most significant words of the respective GO term aggregation. Font size differences within the annotation of a distinct cluster represent varying significances. Edges indicate term–term inter-relations with Kappa score >0.3. Upregulated genes were determined by Welch-corrected *t* test with adjusted Bonferroni correction. **c** LC-MS/MS protein levels of genes identified as significantly upregulated in *RBS E8.5* vs. control eyes. **d** Agreement of differential expression (AGDEX) revealed significant agreement of *RBS* lesions and human IO-MEPLs. Mouse Shh-MBs and human SHH-MBs were taken as a reference. Asterisk indicates significance: *p* value <0.05*. **e** Pearson correlation analysis based on cross-species harmonized gene expression data showed highest correlation of *RBS* lesions with human IO-MEPL and highest correlation of mouse Shh-MBs with human SHH-MBs. **f** Hierarchical clustering (based on Pearson correlation) based on cross-species harmonized gene expression data. Ocular lesions in *RBS* mice formed a distinct cluster with human IO-MEPLs. Established Shh-MBs from 14-day-old *hGFAP-cre::SmoM2*^*fl/+*^ mice, which formed a distinct cluster together with SHH-MBs served as a reference control. Analysis incorporated the top 60% of genes with highest variance. **g** Principal component analysis (PCA) plots based on cross-species harmonized gene expression data showed species-independent grouping of samples. Analysis incorporated the top 60% of genes with highest variance. Cross-species gene expression analysis was based on 718 common genes of the human and mouse PanCancer pathways panels (Nanostring Technologies).

We next asked whether human IO-MEPLs and murine *RBS* lesions showed molecular similarities. 

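The murine side of this comparison is the difference between *RBS* lesions and Shh-MBs, and the human side was not analysed here. With limma on the 5 lesions and 3 tumors, 468 of 770 genes differed at an adjusted *p* under 0.05, 370 higher and 98 lower in *RBS* lesions. In 461 genes all *RBS* values lay on one side of all Shh-MB values, where chance gives 3.57% of genes, or 27.5. An exact permutation test per gene cannot go below *p* = 0.0179 with 5 against 3 samples. Over all genes the median log2 difference was 0.53, and the share of higher genes among those that differed was 79.1%. With each sample centred on its median this share was 36.2% of 500 genes, and 31 of the 310 genes found both ways had the opposite sign. With centring on housekeeping genes it was 67.9% of 430 genes, and no shared gene had the opposite sign. Of these 8 housekeeping genes, 6 are among the 20 reference genes to whose mean the samples had been scaled. This centring is therefore no independent test of the deposited scaling.

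The largest rises were *Calml3*, *Col1a1* and *Itga2*. *Col1a1* had a signal of 9894 ± 3594 (SD, *n* = 5) in *RBS* lesions and 116 ± 39.1 (SD, *n* = 3) in Shh-MBs, a log2 difference of 6.39 (standard error 0.35, adjusted *p* = 3.62e-06, limma). *Calml3* (358 ± 83.4, SD, *n* = 5) and *Itga2* (156 ± 24.6, SD, *n* = 5) were at the lowest value in all 3 Shh-MBs, so no fold is given. Among genes past the threshold, *Map3k1*, *Fgfr4* and *Itga7* fell most, with log2 differences of -3.40, -3.01 and -2.97. *Map3k1* was 194 ± 39.3 (SD, *n* = 5) in *RBS* lesions and 2047 ± 363 (SD, *n* = 3) in Shh-MBs.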

Gene expression data of human tumors and murine lesions was utilized for an AGDEX analysis [26]. Established murine Shh-MBs as well as human SHH-MBs were chosen as a reference in each species. The results indicated highest (Cosine = 0.382) and significant (*p* = 0.036) agreement of *RBS* lesions to human IO-MEPLs among the tested samples (Fig. 5d). To overcome the sparsity of available and healthy analogous retinal reference tissue of humans and mice, we aligned human and murine gene expression data using ComBat [22] for additional cross-species analyses. Means and variations of biological conditions and high overlap of significant genes between tumor groups confirmed efficient ComBat-based data harmonization (Supplementary Fig. 6). Pearson correlation analysis of cross-species harmonized data revealed the highest similarity of gene expression profiles from *RBS* ocular lesions and human IO-MEPLs (Pearson *r* = 0.958, *p* < 0.001, Fig. 5e). As expected, murine Shh-MBs displayed the highest similarity to human SHH-MBs (Pearson *r* = 0.926, *p* < 0.001, Fig. 5e). 

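Among the murine samples alone, average-linkage clustering on 1 minus Pearson *r* of log2 values gave 3 clusters that were the *RBS* lesions, the control eyes and the Shh-MBs, both on all 770 genes and on the 462 most variable ones. On those 462 genes, the first principal component held 60.1% of the variance and the second 20.8%. Human samples were not analysed here.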

Unsupervised hierarchical clustering (Fig. 5f) as well as principal component analysis (Fig. 5g) additionally confirmed molecular similarity of *RBS* lesions and IO-MEPLs in a comparable manner as was demonstrable for murine Shh-MBs and SHH-MBs.

Since retinoblastoma represents the most common pediatric ocular neoplasm and a potential differential diagnosis to IO-MEPL, we aimed to compare retinoblastoma characteristics with features of murine *RBS* lesions and human IO-MEPL. For this, we investigated histomorphology and immunostaining patterns in representative cases of these lesions. IO-MEPL showed strong concordance concerning rosette morphology and distribution of MAP2C-, SOX2- and OTX2-positive cells compared to *RBS* lesions. In contrast, typical Flexner–Wintersteiner–Rosettes of retinoblastoma displayed highly divergent morphological features and immunostaining patterns (Fig. 6a). Next, we utilized publicly available gene expression data of retinoblastomas [34], to compare with our obtained gene expression data of *RBS* lesions and IO-MEPLs (Fig. 6b–i and Supplementary Fig. 7). We found that similarities in gene expression profiles remained consistent between *RBS* lesions and IO-MEPLs over retinoblastomas (Fig. 6b). Also, SHH and WNT pathways were significantly enriched in IO-MEPLs compared to retinoblastomas (Fig. 6c–e) with increased expression levels of *CTNNB1* and *SMO* (Fig. 6f–i). Conclusively, murine *RBS* ocular lesions were similar to human IO-MEPL based on histomorphology, immunohistochemistry, and gene expression profiles.

**Fig. 6:**
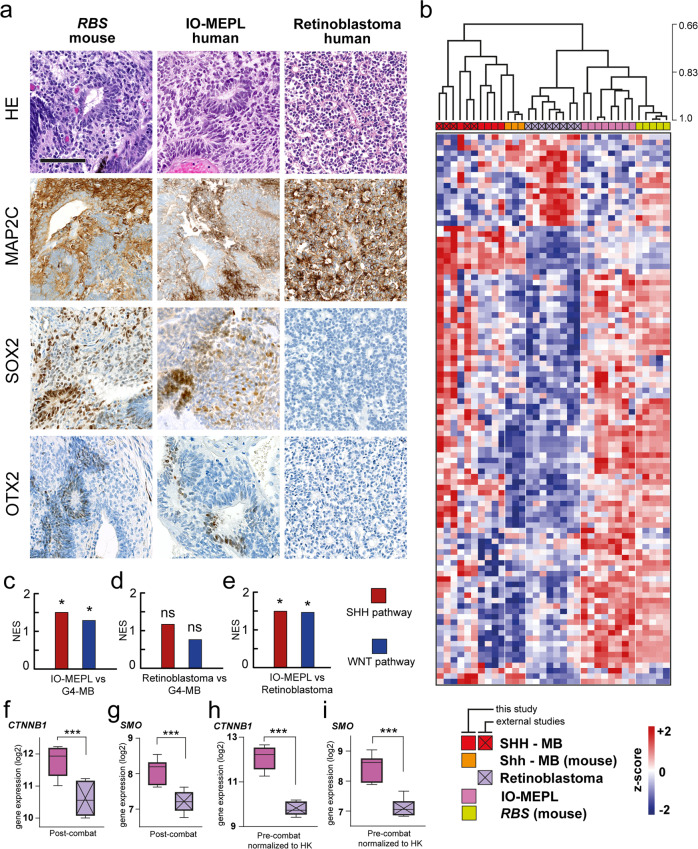
Morphological, immunohistochemical, and molecular features of *Rax*-*creER*^*T2*^*::Ctnnb1(ex3)*^*fl/+*^*SmoM2*^*fl/+*^ (*RBS*) ocular lesions match with IO-MEPL as opposed to retinoblastoma. **a** Morphology of murine *RBS* lesion after tamoxifen administration on day E8.5 (left column) compared to IO-MEPL (middle column) and human retinoblastoma (right column). Flexner–Wintersteiner–Rosettes in retinoblastoma were smaller in comparison to the pseudostratified rosettes of IO-MEPL and *RBS* (first row). IO-MEPL and *RBS* stained strongly for MAP2C, while rosette structures consistently lacked staining signal. In contrast, retinoblastoma displayed strong MAP2C positivity with most prominent staining intensity towards the luminal surfaces of rosettes (second row). SOX2-positive cells were found in IO-MEPL and *RBS* in a scattered distribution with occasional accentuation of staining intensity in association with rosettes or rosette-like structures, while SOX2 staining was negative in Retinoblastoma (third row). OTX2-positive cells were occasionally found in IO-MEPL in association with rosettes or rosette-like structures and in *RBS* in the residual retina and NBL-like rosettes. In contrast, retinoblastoma stained negative for OTX2 (fourth row). Scale bar is 100 µm. **b** Hierarchical clustering based on cross-species harmonized gene expression data of this study, GSE30074 [33] and GSE172170 [34]. Ocular lesions of *RBS* mice formed a distinct cluster with closest similarity to human IO-MEPLs, but not human retinoblastomas. The analysis was based on significantly differentially expressed genes of IO-MEPL vs. retinoblastoma (*t* test). Established Shh-MBs from *hGFAP-cre::SmoM2fl/+* mice formed a distinct cluster with SHH-MBs of this study and GSE30074. Cross-species gene expression analysis was based on 704 common genes of the human and mouse Nanostring PanCancer pathway panels as well as the Affymetrix Human Gene 1.0 ST Array [HuGene-1_0-st]. Distance method used was Pearson correlation, dendrogram drawing method used was average linkage. **c**–**e** Gene set enrichment analysis (GSEA) revealed persisting overrepresentation of both WNT and SHH signaling pathway genes in IO-MEPLs vs. G4-MB after data harmonization (**c**) and significant enrichment of both pathways in IO-MEPLs compared to retinoblastoma (**d**, **e**). Analysis was performed based on predefined Nanostring gene sets. Asterisks indicate significance: *p* value <0.05*. **f**–**i** Box plots demonstrate significantly upregulation of both *CTNNB1* and *SMO* in IO-MEPL compared to retinoblastoma. Gene expression comparisons were based on the datasets after Combat harmonization (**f**, **g**) and on the original datasets normalized to housekeeping genes (HK, **h**, **i**). Whiskers extend from min to max values. Asterisks indicate significance: *p* value <0.001***, Welch’s *t* test.

In summary, we outline Shh and Wnt co-activation as a molecular feature of IO-MEPLs referenced by ETMR and presented a promising novel model system in murine embryogenesis recapitulating features of human IO-MEPL.

## Discussion

This study is the first to analyze and present RNA expression data obtained from IO-MEPLs. We describe strong congruence of IO-MEPLs and ETMR expression profiles regarding SHH and WNT signaling. While the roles of both these pathways have been previously established in ETMR molecular biology [8, 40], this represents a novel finding for IO-MEPLs. Our results are particularly interesting, since previous studies have suggested a differing origin of ETMR and IO-MEPL, as demonstrated by inconsistent DNA methylation profiles [7] and the lack of C19q13.42 alterations in the latter [5]. Moreover, generic genomic alterations in IO-MEPL, including mutations of *DICER1* and *KMT2D*, have been described [9]. Since a more recent report has characterized ETMRs with *DICER1* mutations, which also lack C19MC amplification [40], one might speculate about a common driving mechanism in IO-MEPLs and a subset of ETMR. Of note, our *RBS* lesions also displayed similarity to murine ETMR-like tumors [8] based on global proteomic analyses. Conclusive clarification regarding the relationship of IO-MEPL and ETMR remains pending.

In an experimental mouse model, we showed that ocular Shh and Wnt co-activation during embryonal development is sufficient to drive tumor-like ocular lesions. Wnt and Shh signaling pathways serve physiological functions during eye development [41]. Intriguingly, both *Ctnnb1* and *Smo* appear to be essential for the proper formation of the optic cup during early oculogenesis [42, 43]. Conversely, Shh activation has been suggested to stimulate proliferation of retinal precursor cells in various organisms [44] and overexpression of stabilized *Ctnnb1* has been shown to lead to an expansion of the ciliary margin in mice [45]. However, and to our knowledge, no previously described mouse models involving dysregulation of Shh or Wnt signaling have been reported to generate ocular tumor-like lesions. This may relate to our finding that activation of both Shh and Wnt were crucial for the occurrence of tumor-like lesions with periretinal expansion. Given that previous studies have suggested Shh signaling to negatively regulate Wnt activity in the context of malignancies [46], our model may rely on bypassing this effect.

The time point of co-activation initiation on E8.5 was also a key factor in our mouse model. This is likely due to essential functions of Shh and Wnt for the formation of the optic vesicle and optic cup during early eye development and underlines the narrow temporal window of opportunity for Shh and Wnt signaling to majorly impact on distribution and expansion of targeted susceptible cells. Correspondingly, protein analyses demonstrated strongly attenuated Shh and Wnt co-activation when initiation occurred at time points later than E8.5. Of note, since *Sox2* expression is more broadly distributed compared to *Rax* [11, 37], one might assume that co-activation regulated by the *Sox2*-promoter may target a larger number of retinal precursor cells at stages of development. Thus, co-activation initiated later than E8.5 might call forth more widespread regulatory disruption by Shh and Wnt overactivation and lead to more prominent disturbances of retinal layering in the *SBS*- compared to the *RBS-*based model.

The *RBS* mouse model system we report in this study demonstrated a robust and severe ocular phenotype and confirmable targeted co-activation of Shh and Wnt in early retinal precursor cells. It is important to note that the conjecture of malignant features in *RBS* lesions is primarily rested on the morphological assessment of infiltrative behavior and concomitant destruction of ocular tissue integrity. Side effects of tamoxifen administration during early gestation [47] prohibited postnatal analyses of *RBS* lesions.

Modeling of human ocular neoplasms in mice is generally challenged by marked species-related genetic and cellular differences related to the eye compartment, as it has been previously highlighted in retinoblastoma research [48, 49]. In contrast to human ocular biology, loss of Rb1 is not sufficient to generate retinoblastomas in mice [50], and thus, similar underlying genetic differences may explain why loss of Dicer1 functions have not yet been associated with IO-MEPL-like lesions in previous mouse studies [51]. While morphological, immunohistochemical and molecular resemblance of *RBS* lesions and IO-MEPLs was striking in our investigations—and did not comparably correspond to retinoblastomas—we conclude that awareness for challenges in cross-species comparisons of eye lesions is warranted.

In summary, we have demonstrated Shh and Wnt signaling as a molecular feature of IO-MEPLs and described the occurrence of tumor-like lesions with features of IO-MEPLs upon co-activation of Shh and Wnt signaling during embryonal retinal development. Finally, our results may provide the basis for future studies investigating targeted therapeutic options in patients diagnosed with IO-MEPL.

## Supplementary information

Suppl Figure 1

Suppl Figure 2

Suppl Figure 3

Suppl Figure 4

Suppl Figure 5

Suppl Figure 6

Suppl Figure 7

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

authorship agreement form

# Supplementary material for: Co-activation of Sonic hedgehog and Wnt signaling in murine retinal precursor cells drives ocular lesions with features of intraocular medulloepithelioma
**Source:** Oncogenesis. 2021 Nov 16;10(11):78. doi: 10.1038/s41389-021-00369-0
**Supplement:** Supplementary file 1 — Suppl Figure 1

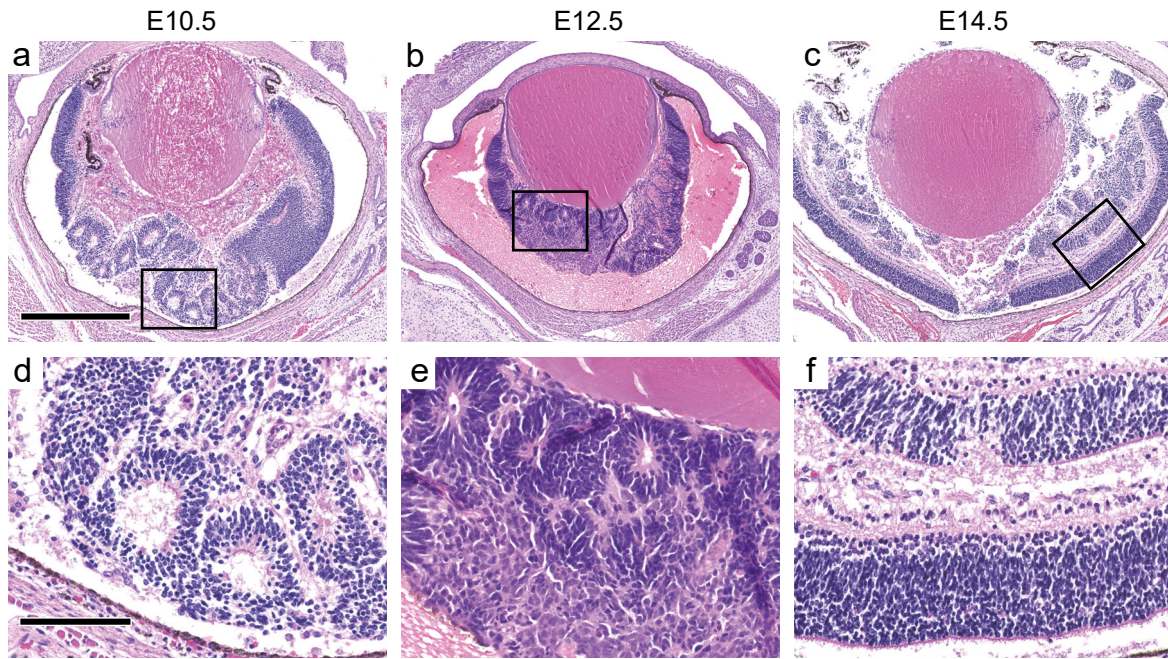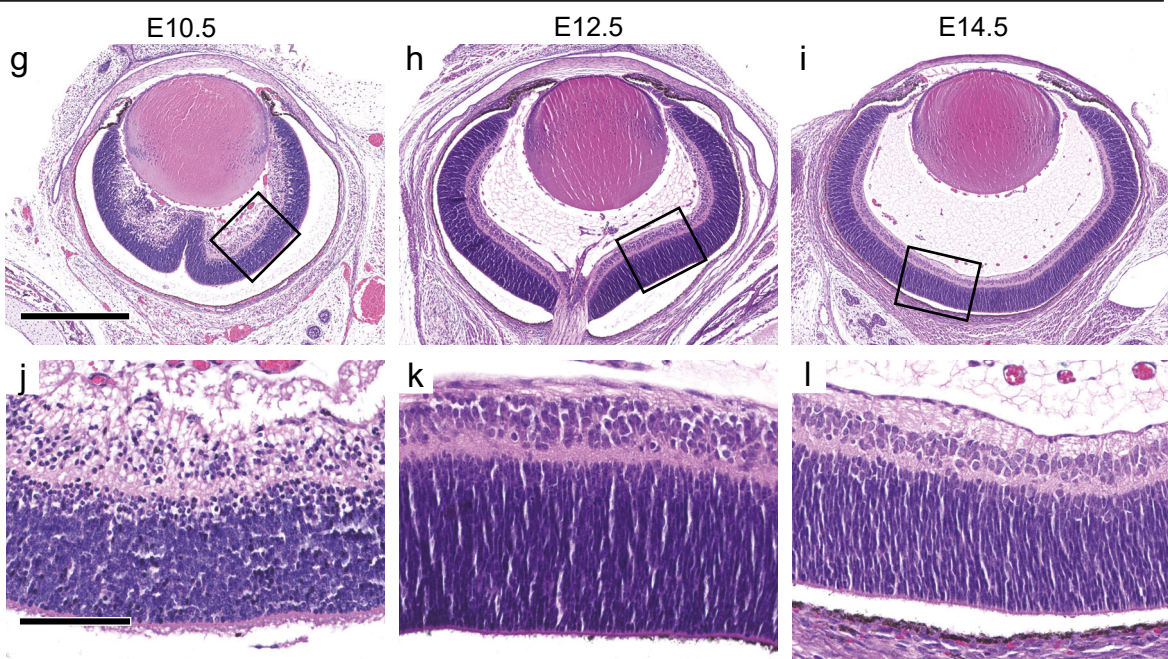

**Supplementary Figure 1: Ocular phenotype of *Sox2-creER<sup>T2</sup>::Ctnnb1(ex3)<sup>fl/+</sup>SmoM2<sup>fl/+</sup>* (SBS) and *Rax-creER<sup>T2</sup>::Ctnnb1(ex3)<sup>fl/+</sup>SmoM2<sup>fl/+</sup>* (RBS) mice after tamoxifen administration on day E10.5, E12.5 and E14.5**

**a – f)** Histologic overview (a - c) and high magnification images (d - f) of eyes of *SBS* mice after tamoxifen injection at time points E10.5, E12.5 and E14.5. Shh and Wnt activation at E10.5 and E12.5 resulted in disrupted retinal layering and rosette formation (a, d, b, e). After injection on E14.5, changes in retinal morphology were attenuated with a predominantly misfolded appearance (c, f).

**g – l)** Histologic overview (g-i) and high magnification images (j-l) of eyes of *RBS* mice after tamoxifen injection at time points E10.5, E12.5 and E14.5. Shh and Wnt activation at E10.5 (g, j) resulted in mild retinal misfolding and dispersion of the GCL. Induction at later time points E12.5 and E14.5 did not result in obvious changes of eye histomorphology (h, k, i, l).

Scale bar in a - c and g - i is 500µm. Scale bar in d - f and j - l is 100µm.

# Supplementary material for: Co-activation of Sonic hedgehog and Wnt signaling in murine retinal precursor cells drives ocular lesions with features of intraocular medulloepithelioma
**Source:** Oncogenesis. 2021 Nov 16;10(11):78. doi: 10.1038/s41389-021-00369-0
**Supplement:** Supplementary file 2 — Suppl Figure 2

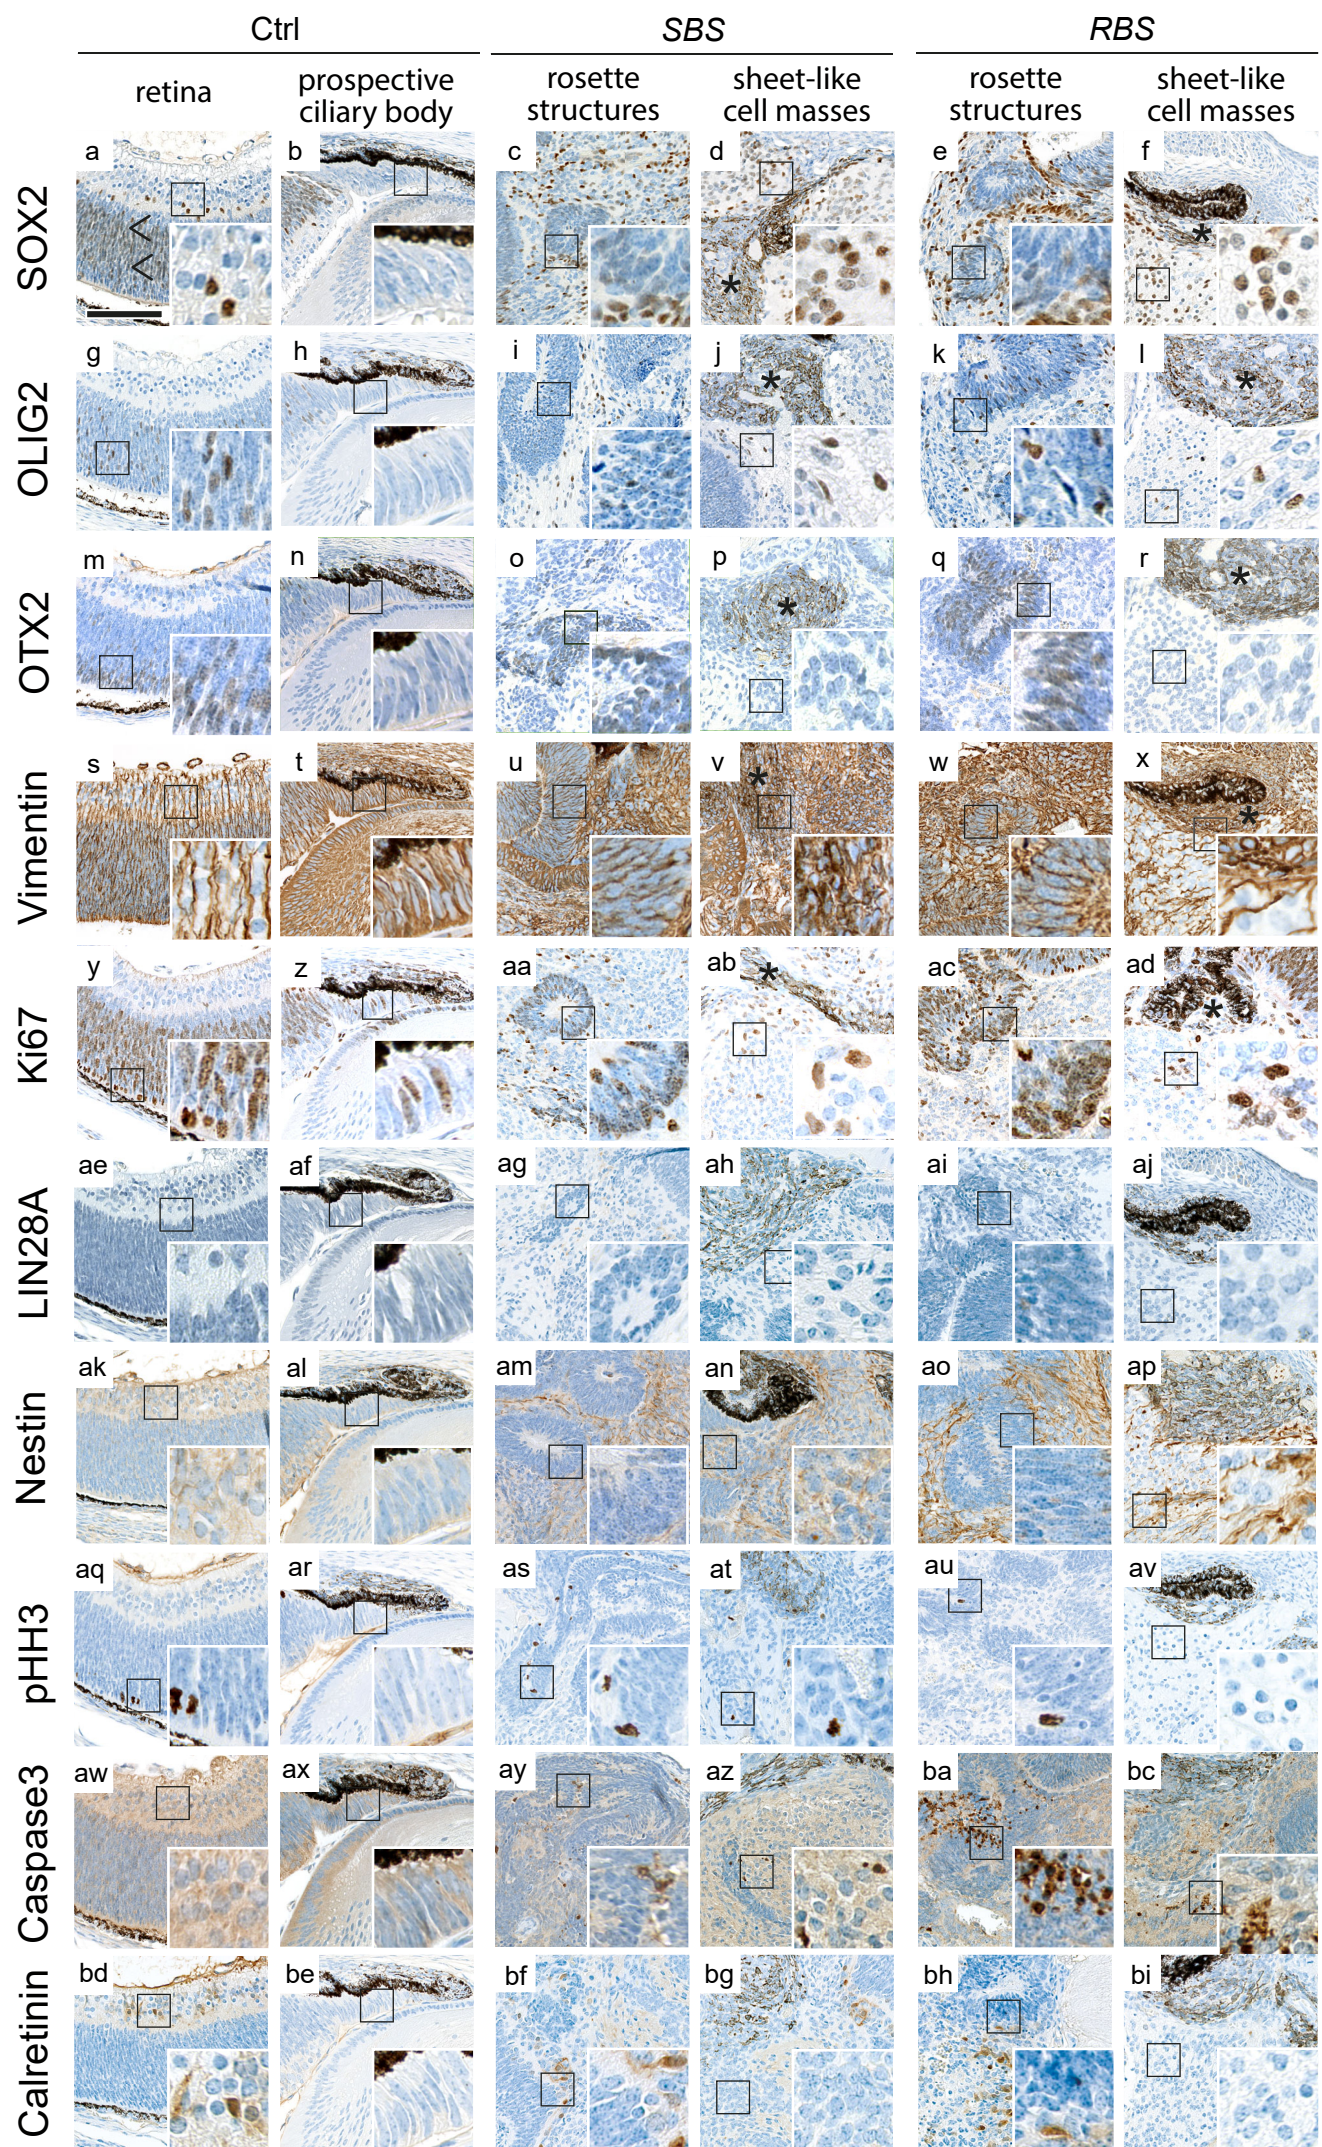

## Supplementary Figure 2: Immunohistochemical staining of *SBS* and *RBS* ocular lesions after tamoxifen administration on day E8.5

**a - f)** In controls, SOX2-positive cells were mainly found in the NBL (a, arrowheads) with only few SOX2-positive cells in the outer part of the GCL adjacent to the IPL. SOX2 was not detected in the prospective ciliary body (b). Increased SOX2-positivity is demonstrated in lesions of *SBS* (c, d) and *RBS* (e, f) mice, where scattered positive cells are found. SOX2-positive cells are also detected in the basal area of NBL-like rosettes (c, e).

**g - l)** OLIG2-positive cells were exclusively found throughout the NBL in the control retina (g, h). *SBS* (i, j) and *RBS* mice (k, l) displayed scattered OLIG2-positive cells within the NBL-like rosettes (i, k) and, to a fewer extend, in the sheet-like growing cell masses (j, l).

**m - r)** OTX2-positive cells were exclusively found in the outer layer of the NBL in the control retina (m, n). The NBL-like rosettes in lesions of *SBS* (o) and *RBS* mice (q) displayed a positive staining pattern near the inner luminal surface. In contrast, OTX2 was not detected in sheet-like growing cell masses (p, r).

**s - x)** Vimentin was strongly expressed throughout the retina and prospective ciliary body of the control eye (s, t) as well as throughout the eye lesions of *SBS* (u, v) and *RBS* mice (w, x).

**y - ad)** In controls, Ki67-positive cell nuclei are predominantly and densely represented in the NBL (y) and, to a fewer extend, in the GCL as well as the prospective ciliary body (z). The NBL-like rosettes in lesions of *SBS* (aa) and *RBS* mice (ac) showed dense Ki67 nuclear positivity. Additionally, Ki67-positive nuclei were frequently present in sheet-like cell masses (ab, ad).

**ae - aj)** The entire control retina (ae, af) as well as lesions of *SBS* (ag, ah) and *RBS* mice (ai, aj) were void of LIN28A staining.

**ak - ap)** Nestin staining was found predominantly in the GCL of control retinas (ak, al) and the sheet-like masses of *SBS* (an) and *RBS* (ap) lesions.

**aq - av)** In control retinas, pHH3-labeled mitosis figures were predominantly and occasionally found in the outer layer of the NBL. In lesions of *RBS* and *SBS* mice, pHH3-labeled mitosis figures were mainly found near the inner luminal surface of NBL-like rosettes (as, au) and occasionally in sheet-like cell masses (at).

**aw - bc)** Strong positivity for Caspase-3 was usually absent in the control retina (aw, ax). Strong caspase-3 staining was more frequently found throughout *SBS* (ay, az) and *RBS* (ba, bb) mice lesions with variable distribution and intensity.

**bd - bi)** Calretinin staining was found in the GCL of the control retina (bd). In *SBS* (bf) and *RBS* mice (bh) positivity for calretinin was predominantly found in regions best corresponding to remnants of the regular retina.

GCL= ganglion cell layer, IPL= inner plexiform layer, NBL= neuroblast layer. Scale bar is 100µm.

# Supplementary material for: Co-activation of Sonic hedgehog and Wnt signaling in murine retinal precursor cells drives ocular lesions with features of intraocular medulloepithelioma
**Source:** Oncogenesis. 2021 Nov 16;10(11):78. doi: 10.1038/s41389-021-00369-0
**Supplement:** Supplementary file 3 — Suppl Figure 3

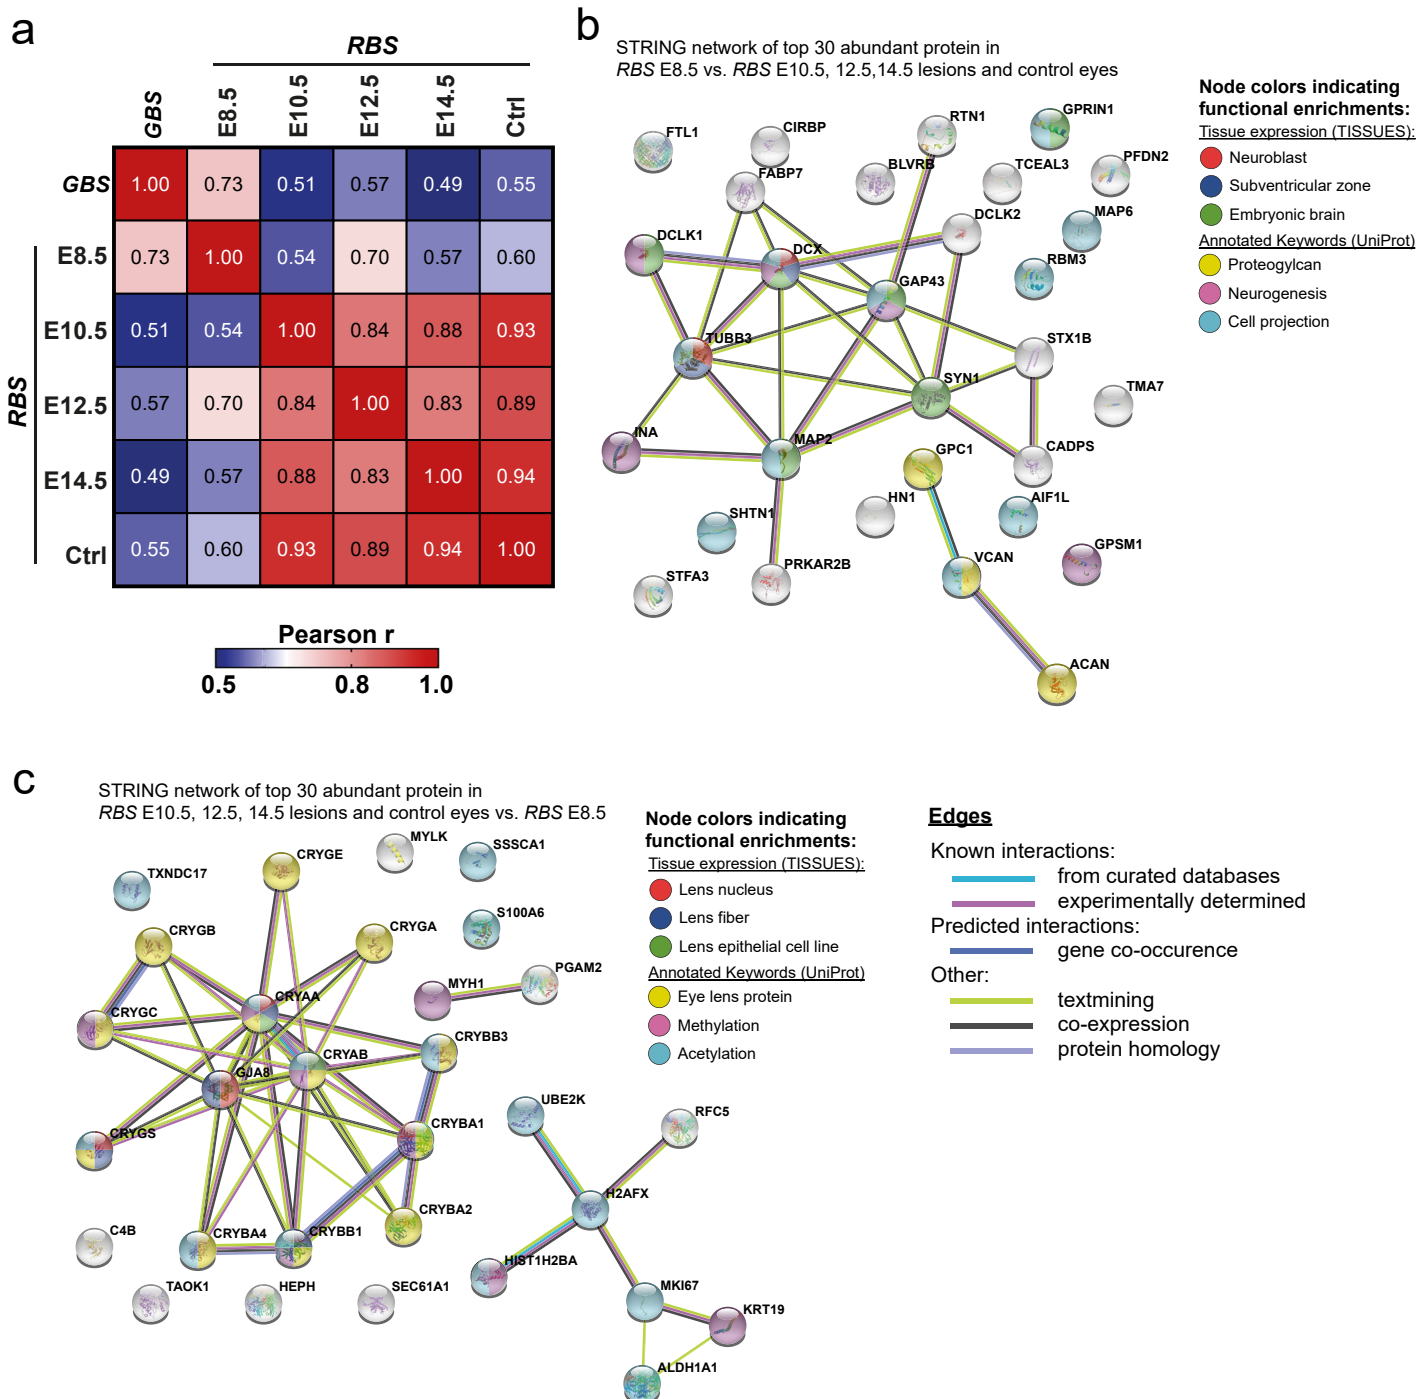

**Supplementary Figure 3: RBS E8.5 lesions show distinct proteomic profiles and demonstrate similarity with ETMR-like murine embryonal brain tumors of E18.5 *hGFAP-cre::Ctnnb1(ex3)<sup>fl/+</sup> SmoM2<sup>fl/+</sup>* (GBS) mice**

**a)** Correlation matrix of previously published murine ETMR-like GBS tumors (8) and RBS eyes after different tamoxifen injection time points. RBS E8.5 lesions showed stronger correlation with GBS tumors compared to RBS eyes after later injection time points and control eyes. Matrix is based on Pearson correlation of the top 100 variant proteins.

**b - c)** STRING connectivity network of the top 30 differentially abundant proteins of RBS E8.5 lesions vs. RBS 10.5, 12.5, 14.5 and control eyes (b) and vice versa (c). Network nodes represent proteins. Edges represent protein-protein associations. Colored nodes represent proteins affiliated with the top 3 strongest functional enrichments of the tissue expression database (TISSUES) (58) and annotated keywords of the Universal Protein Resource (UniProt) (59). Networks were generated via default parameters (full string network; medium confidence score 0.4; medium FDR stringency 5%) of STRING (Version 11.5) (ref. 60).

# Supplementary material for: Co-activation of Sonic hedgehog and Wnt signaling in murine retinal precursor cells drives ocular lesions with features of intraocular medulloepithelioma
**Source:** Oncogenesis. 2021 Nov 16;10(11):78. doi: 10.1038/s41389-021-00369-0
**Supplement:** Supplementary file 4 — Suppl Figure 4

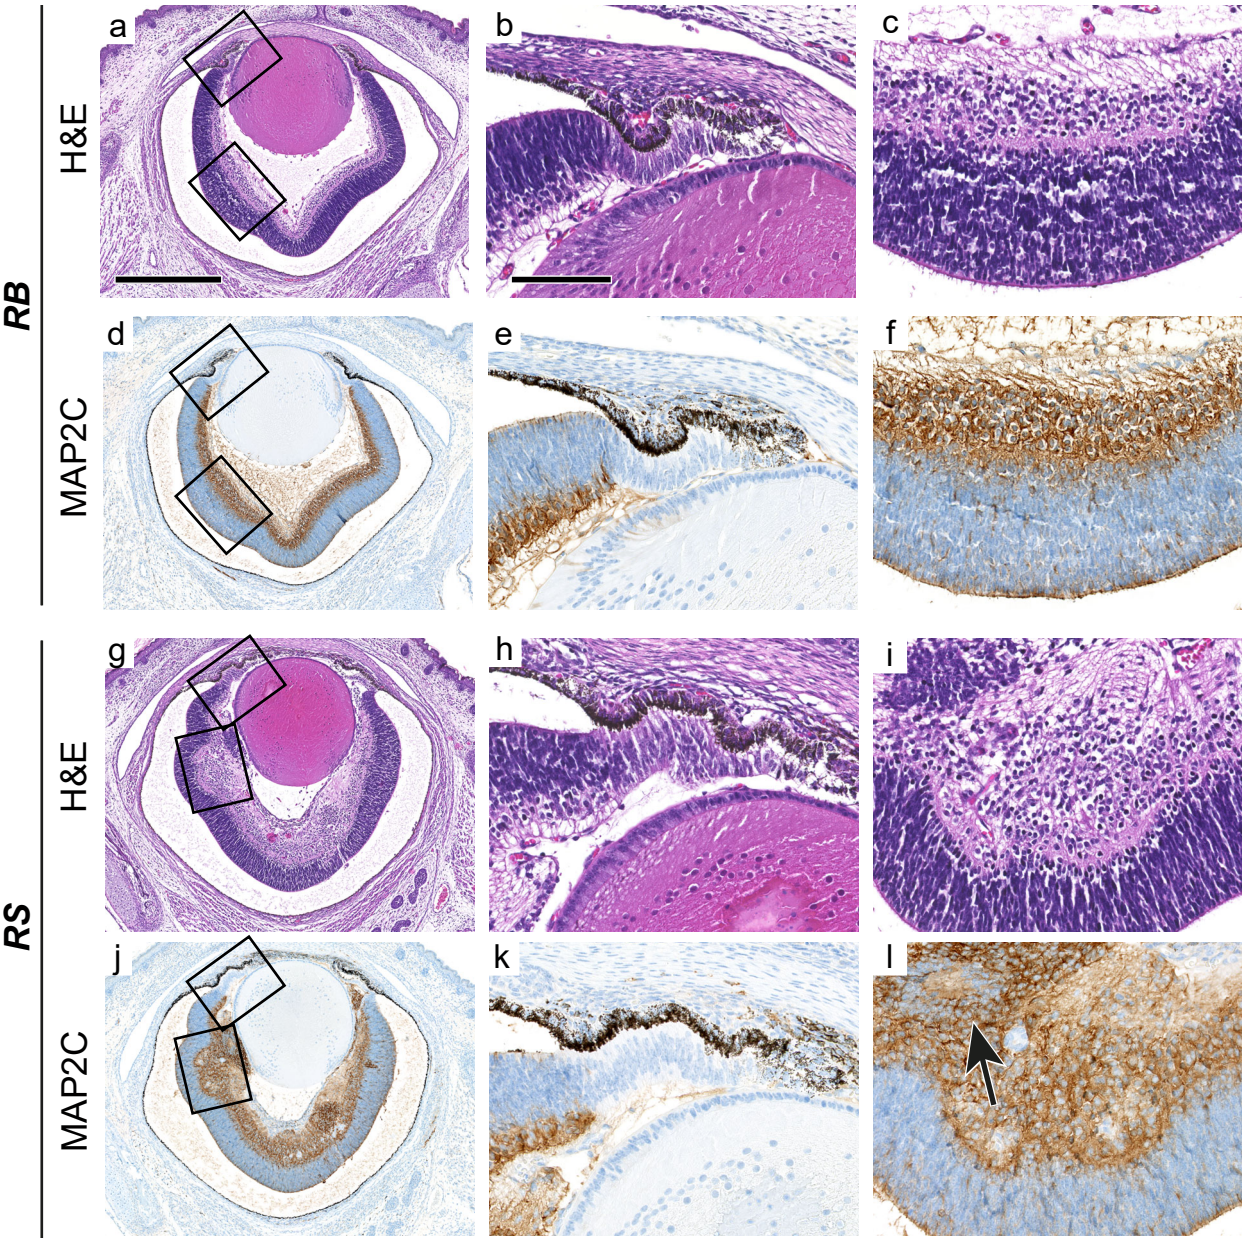

m

| mouse strain | injection time point | n (animals investigated) | % cre + animals | no. of cre+ eyes investigated | no. of cre + eyes with expansive periretinal dissemination | disruption of retinal layering |
|--------------|----------------------|--------------------------|-----------------|-------------------------------|------------------------------------------------------------|--------------------------------|
| RB           | E8.5                 | 10                       | 70              | 7                             | 0                                                          | 7                              |
| RS           | E8.5                 | 4                        | 75              | 6                             | 0                                                          | 6                              |

**Supplementary Figure 4: Ocular phenotype of *Rax-creER<sup>T2</sup>::Ctnnb1(ex3)<sup>fl/+</sup>(RB)* and *Rax-creER<sup>T2</sup>::SmoM2<sup>fl/+</sup>(RS)* E18.5 mice after tamoxifen administration on day E8.5**

H&E ocular histology (a-c, g-i) and MAP2C staining (d-f, j-l) of *RB* (a-f) and *RS* (g-l) after sole Wnt or Shh activation initiated on E8.5. In the eyes of both *RB* and *RS*, structural inhomogeneities and dispersions of the retinal layers with occasional rosette formation (arrow) were visible. The phenotype appeared pronounced in *RS* mice. Expansive periretinal dissemination was not encountered (m). Not all eyes of *RB* E8.5 were subjected to histomorphological assessment. Scale bar in left column is 500  $\mu$ m. Scale bar in middle and right column is 100  $\mu$ m.

# Supplementary material for: Co-activation of Sonic hedgehog and Wnt signaling in murine retinal precursor cells drives ocular lesions with features of intraocular medulloepithelioma
**Source:** Oncogenesis. 2021 Nov 16;10(11):78. doi: 10.1038/s41389-021-00369-0
**Supplement:** Supplementary file 5 — Suppl Figure 5

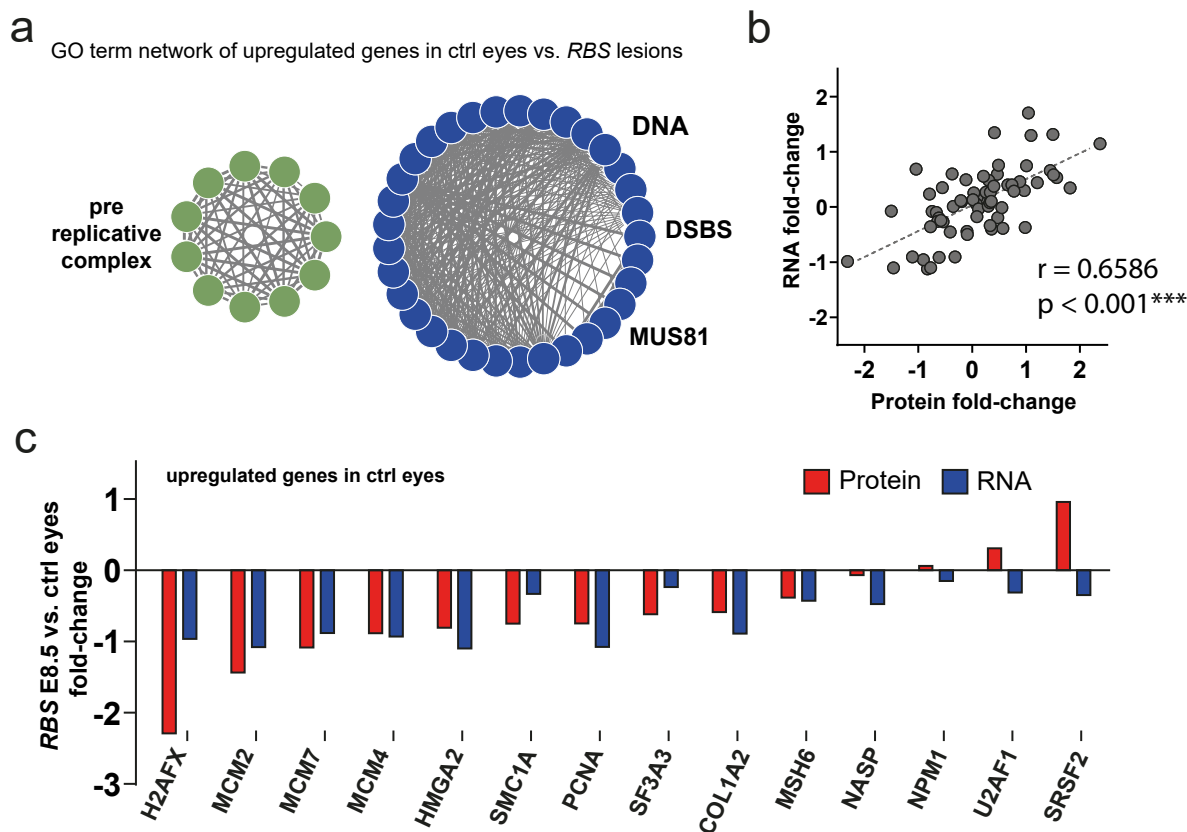

### Supplementary Figure 5: Analyses of increased gene expression and protein abundancies in control eyes vs. *RBS* lesions

**a)** Gene ontology network of upregulated genes in control eyes. Each node represents a significant GO term. Node colors indicate affiliation of GO terms to GO groups. Node clusters are annotated with the top 3 most significant words of the respective GO term aggregation. Font size differences within the annotation of a distinct cluster represent varying significances. Edges indicate term-term interrelations with Kappa score  $> 0.3$ . Upregulated genes were determined by Welch-corrected t-test with adjusted Bonferroni correction.

**b)** A total of 66 matching genes and proteins were found in the Nanostring panel and proteomic analyses. Pearson correlation of RNA and protein fold-changes in *RBS E8.5* vs control eyes was highly significant with  $p < 0.001^{***}$  and  $r = 0.6586$ .

**c)** Protein levels of genes identified as significantly upregulated in *RBS E8.5* vs. control eyes.

# Supplementary material for: Co-activation of Sonic hedgehog and Wnt signaling in murine retinal precursor cells drives ocular lesions with features of intraocular medulloepithelioma
**Source:** Oncogenesis. 2021 Nov 16;10(11):78. doi: 10.1038/s41389-021-00369-0
**Supplement:** Supplementary file 6 — Suppl Figure 6

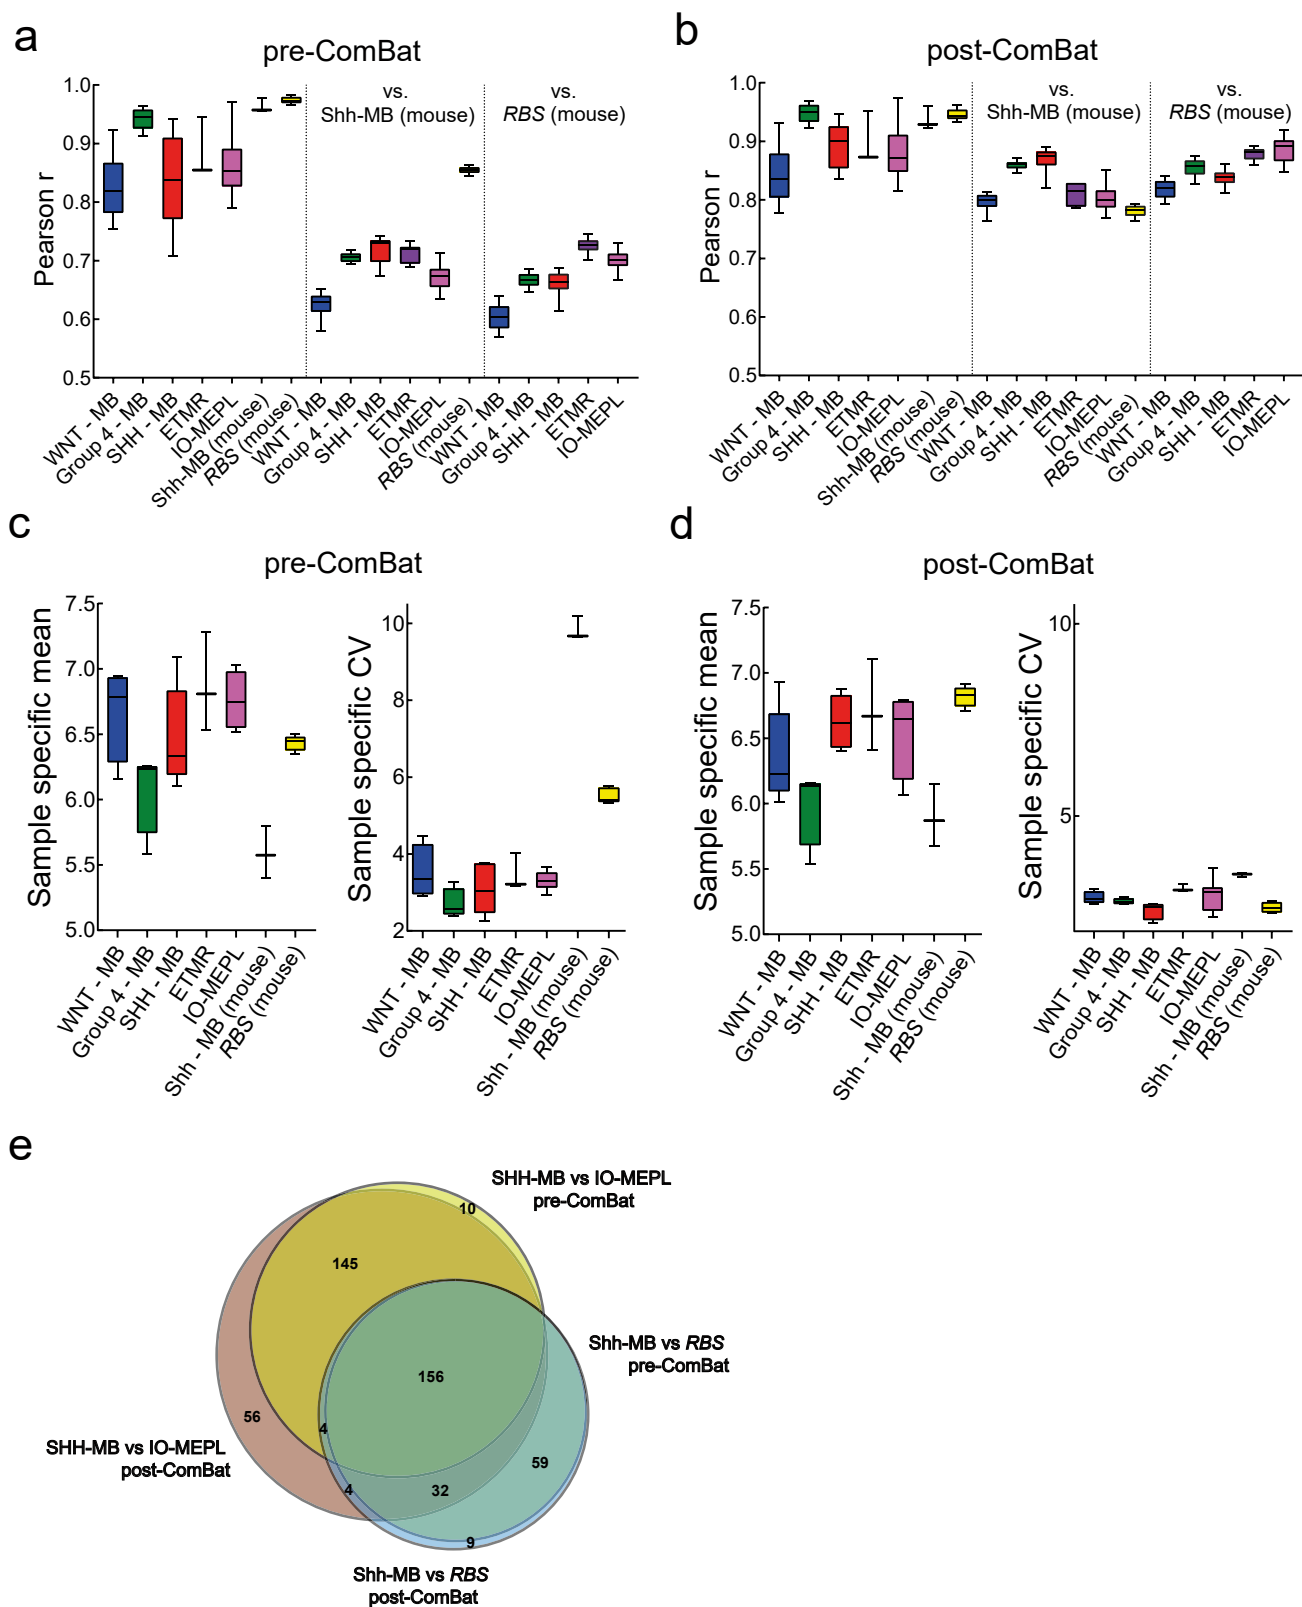

## Supplementary Figure 6: ComBat based cross-species data harmonization

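Before any harmonization, pairs of *RBS* lesions had Pearson *r* between 0.972 and 0.987 across all 770 genes on log2 values, with a median of 0.980 over 10 pairs. The 3 pairs of Shh-MBs had a median of 0.967, with a range from 0.965 to 0.985. Between *RBS* lesions and Shh-MBs, the median over 15 pairs was 0.866 (range 0.856 to 0.875), below every pair within either group. Control eyes had a median of 0.977 among themselves and 0.935 with *RBS* lesions. These correlations are across genes, and genes are not independent replicates. On the 60% most variable genes the median between *RBS* lesions and Shh-MBs was 0.771, and on genes with a mean log2 value of at least log2 of 20 it was 0.745.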

**a - b** Pair wise Pearson correlation coefficient within each tumor entity and between human and murine lesions prior to (a) and after (b) ComBat based inter-species data harmonization.

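On log2 of the deposited signal, the mean over all genes had a median of 6.48 in the *RBS* lesions and 5.63 in the Shh-MBs. The coefficient of variation across genes on the linear scale had a median of 5.15 in *RBS* lesions and 9.26 in Shh-MBs. Each *RBS* lesion had a higher mean and a lower coefficient of variation than each Shh-MB. The 3 most abundant genes took 25.8% to 29.7% of the signal in *RBS* lesions and 50.0% to 51.8% in Shh-MBs. For control eyes the mean had a median of 6.27 and the coefficient of variation one of 8.85.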

**c - d** Sample specific mean and coefficient of variation (CV) for each lesion prior to (c) and after (d) ComBat. Whiskers extend from min to max values in a – d.

**e** Venn diagram visualization of t-test significant genes (p-value < 0.05; fold change > 2) between *RBS* and Shh-MB and IO-MEPL and SHH-MB.

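Without harmonization, 289 of the 770 murine genes had an unadjusted *p* under 0.05 in limma and a fold change over 2 between *RBS* lesions and Shh-MBs. Of these, 233 were higher in *RBS* lesions and 56 lower. The balance depends on the scaling. At an adjusted *p* under 0.05 in limma and any fold, median centring gave 181 higher and 319 lower genes. Quantile normalization gave 203 and 236, housekeeping centring 292 and 138, and the total without the 3 most abundant genes 271 and 164. With the *t* test of the methods, run without its permutations and with a step-down Bonferroni adjustment, 66 genes met both conditions. Other alternatives gave between 233 and 316 genes. The lowest of these came from setting values under 20 to 20, a choice made after the data were seen, and the highest from leaving out Shh-MB 1.

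**Figure D4:**
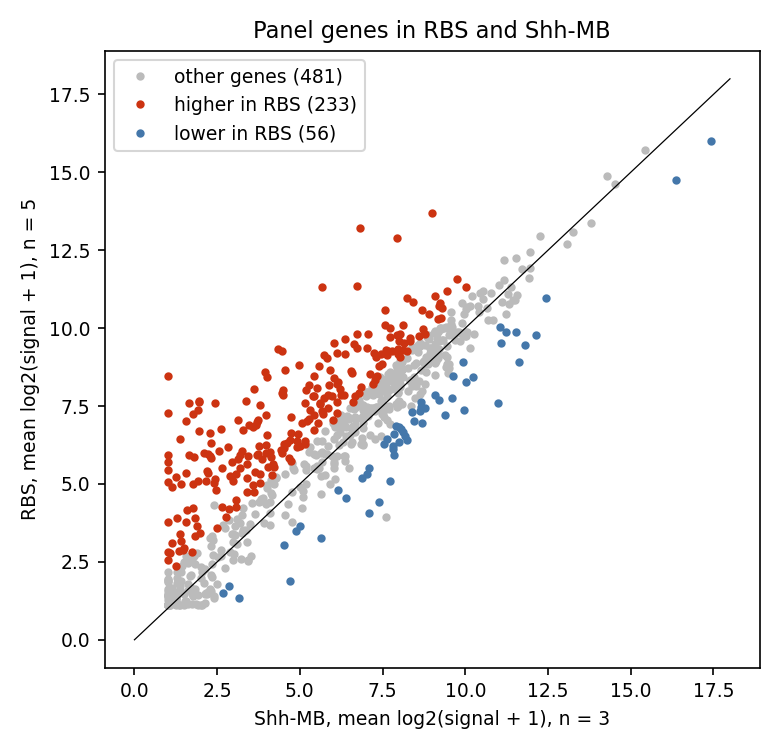
Mean log2 of the signal plus 1 of each panel gene in Shh-MBs (*n* = 3, horizontal axis) and in *RBS* lesions (*n* = 5, vertical axis); the line marks equal means. The 233 genes higher and 56 genes lower in *RBS* lesions by more than 2-fold at an unadjusted *p* under 0.05 are colored.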

# Supplementary material for: Co-activation of Sonic hedgehog and Wnt signaling in murine retinal precursor cells drives ocular lesions with features of intraocular medulloepithelioma
**Source:** Oncogenesis. 2021 Nov 16;10(11):78. doi: 10.1038/s41389-021-00369-0
**Supplement:** Supplementary file 7 — Suppl Figure 7

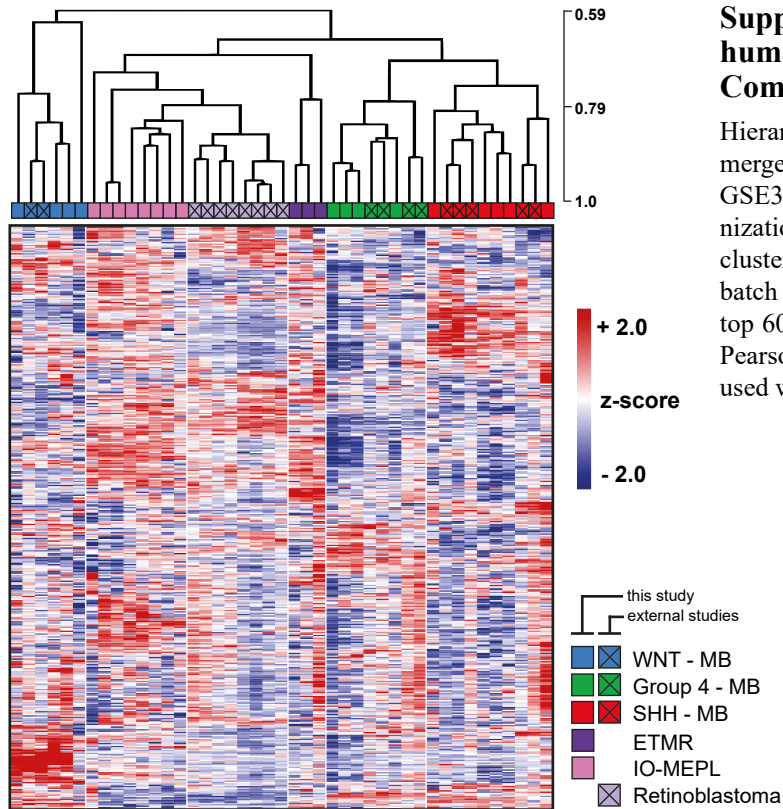

### Supplementary Figure 7: Clustering of human embryonal tumors after ComBat based data harmonization

Hierarchical clustering of all human tumors of the merged gene expression data of this study and GSE30074 and GSE172170 after ComBat harmonization. Matching tumor entities homogenously clustered together demonstrating the efficiency of batch effect adjustment. Analysis was based on the top 60% variant genes. Distance method used was Pearson correlation, dendrogram drawing method used was average linkage.

# Supplementary material for: Co-activation of Sonic hedgehog and Wnt signaling in murine retinal precursor cells drives ocular lesions with features of intraocular medulloepithelioma
**Source:** Oncogenesis. 2021 Nov 16;10(11):78. doi: 10.1038/s41389-021-00369-0
**Supplement:** Supplementary file 13 — authorship agreement form

[illegible]

**TITLE OF MANUSCRIPT:** Co-activation of Sonic hedgehog and Wnt signaling in murine retinal precursor cells drives ocular lesions with features of intraocular medulloepithelioma

CORRESPONDING AUTHORS NAME: Prof. Dr. Julia E. Neumann

Matthias Dottermusch\*, Piotr Sumislawski\*, Julia Krevet, Maximilian Middelkamp,  
Hannah Voß, Harald Bartsch, Karl Sotlar, Andrey Korshunov, Markus Glatzel, Ulrich  
Schüller, Julia E. Neumann

Matthias Dottermusch\*, Piotr Sumislawski\*, Julia Krevet, Maximilian Middelkamp, Hannah Voß, Bente Siebels, Harald Bartsch, Karl Sotlar, Peter Meyer, Stephan Frank, Andrey Korshunov, Markus Glatzel, Ulrich Schüller, Julia E. Neumann

addition of 3 coauthors: Bente Siebels, Peter Meyer, Stephan Frank

[illegible]

[illegible]

**TITLE OF MANUSCRIPT:** Co-activation of Sonic hedgehog and Wnt signaling in murine retinal precursor cells drives ocular lesions with features of intraocular medulloepithelioma

CORRESPONDING AUTHORS NAME: Prof. Dr. Julia E. Neumann

Matthias Dottermusch\*, Piotr Sumislowski\*, Julia Krevet, Maximilian Middelkamp, Hannah Voß, Harald Bartsch, Karl Sotlar, Andrey Korshunov, Markus Glatzel, Ulrich Schüller, Julia E. Neumann

Matthias Dottermusch\*, Piotr Sumislawski\*, Julia Krevet, Maximilian Middelkamp,  
Hannah Voß, Bente Siebels, Harald Bartsch, Karl Sotlar, Peter Meyer, Stephan Frank,  
Andrey Korshunov, Markus Glatzel, Ulrich Schüller, Julia E. Neumann

addition of 3 coauthors: Bente Siebels, Peter Meyer, Stephan Frank

[illegible]

THORS NAME: PROF. DR. Julia E. Neumann

NAMES:

sch\*, Piotr Sumislawski\*, Julia Krevet, Maximilian Mido  
ld Bartsch, Karl Sotlar, Andrey Korshunov, Markus G  
leumann

NAMES:

sch\*, Piotr Sumislawski\*, Julia Krevet, Maximilian Mido  
e Siebels, Harald Bartsch, Karl Sotlar, Peter Meyer, St  
Markus Glatzel, Ulrich Schüller, Julia E. Neumann

R LIST:

oauthors: Bente Siebels, Peter Meyer, St

|    | Signature                                                                            | Date |
|----|--------------------------------------------------------------------------------------|------|
| Is | 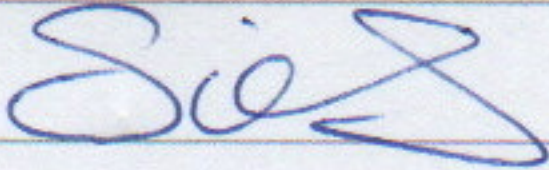 | 03   |
|    |                                                                                      |      |
|    |                                                                                      |      |

[illegible]

In accordance with Springer Nature Authorship Policy we agree to change the authors of the manuscript as indicated below.

NAME OF JOURNAL: Oncogenesis

**TITLE OF MANUSCRIPT:** Co-activation of Sonic hedgehog and Wnt signalling in murine retinal precursor cells drives ocular lesions with features of intraocular medullopithelioma

MANUSCRIPT NUMBER: MS#ONCSIS-21-0275-T

CORRESPONDING AUTHORS NAME: Prof. Dr. Julia E. Neumann

**PREVIOUS AUTHOR NAMES:**

Matthias Dottermusch\*, Piotr Sumislawski\*, Julia Krevet, Maximilian Middelkamp, Hannah Voß, Harald Bartsch, Karl Sotlar, Andrey Korshunov, Markus Glatzel, Ulrich Schüller, Julia E. Neumann

**UPDATED AUTHOR NAMES:**

Matthias Dottermusch\*, Piotr Sumislawski\*, Julia Krevet, Maximilian Middelkamp,  
Hannah Voß, Bente Siebels, Harald Bartsch, Karl Sotlar, Peter Meyer, Stephan Frank,  
Andrey Korshunov, Markus Glatzel, Ulrich Schüller, Julia E. Neumann

**CHANGE TO AUTHOR LIST:**

addition of 3 coauthors: Bente Siebels, Peter Meyer, Stephan Frank

[illegible]

In accordance with Springer Nature Authorship Policy we agree to change the authors of the manuscript as indicated below.

NAME OF JOURNAL: Oncogenesis

**TITLE OF MANUSCRIPT:** Co-activation of Sonic hedgehog and Wnt signaling in murine retinal precursor cells drives ocular lesions with features of intraocular medulloepithelioma

MANUSCRIPT NUMBER: MS#ONCSIS-21-0275-T

CORRESPONDING AUTHORS NAME: Prof. Dr. Julia E. Neumann

**PREVIOUS AUTHOR NAMES:**

Matthias Dottermusch\*, Piotr Sumislawski\*, Julia Krevet, Maximilian Middelkamp,  
Hannah Voß, Harald Bartsch, Karl Sotlar, Andrey Korshunov, Markus Glatzel, Ulrich  
Schüller, Julia E. Neumann

**UPDATED AUTHOR NAMES:**

Matthias Dottermusch\*, Piotr Sumislawski\*, Julia Krevet, Maximilian Middelkamp, Hannah Voß, Bente Siebels, Harald Bartsch, Karl Sotlar, Peter Meyer, Stephan Frank, Andrey Korshunov, Markus Glatzel, Ulrich Schüller, Julia E. Neumann

**CHANGE TO AUTHOR LIST:**

addition of 3 coauthors: Bente Siebels, Peter Meyer, Stephan Frank

[illegible]

In accordance with Springer Nature Authorship Policy we agree to change the authors of the manuscript as indicated below.

NAME OF JOURNAL: Oncogenesis

**TITLE OF MANUSCRIPT:** Co-activation of Sonic hedgehog and Wnt signaling in murine retinal precursor cells drives ocular lesions with features of intraocular medulloepithelioma

MANUSCRIPT NUMBER: MS#ONCSIS-21-0275-T

CORRESPONDING AUTHORS NAME: Prof. Dr. Julia E. Neumann

**PREVIOUS AUTHOR NAMES:**

Matthias Dottermusch\*, Piotr Sumislawski\*, Julia Krevet, Maximilian Middelkamp,  
Hannah Voß, Harald Bartsch, Karl Sotlar, Andrey Korshunov, Markus Glatzel, Ulrich  
Schüller, Julia E. Neumann

**UPDATED AUTHOR NAMES:**

Matthias Dottermusch\*, Piotr Sumislawski\*, Julia Krevet, Maximilian Middelkamp,  
Hannah Voß, Bente Siebels, Harald Bartsch, Karl Sotlar, Peter Meyer, Stephan Frank,  
Andrey Korshunov, Markus Glatzel, Ulrich Schüller, Julia E. Neumann

**CHANGE TO AUTHOR LIST:**

addition of 3 coauthors: Bente Siebels, Peter Meyer, Stephan Frank

[illegible]

In accordance with Springer Nature Authorship Policy we agree to change the authors of the manuscript as indicated below.

NAME OF JOURNAL: Oncogenesis

**TITLE OF MANUSCRIPT:** Co-activation of Sonic hedgehog and Wnt signaling in murine retinal precursor cells drives ocular lesions with features of intraocular medulloepithelioma

MANUSCRIPT NUMBER: MS#ONCSIS-21-0275-T

CORRESPONDING AUTHORS NAME: Prof. Dr. Julia E. Neumann

**PREVIOUS AUTHOR NAMES:**

Matthias Dottermusch\*, Piotr Sumislawski\*, Julia Krevet, Maximilian Middelkamp,  
Hannah Voß, Harald Bartsch, Karl Sotlar, Andrey Korshunov, Markus Glatzel, Ulrich  
Schüller, Julia E. Neumann

**UPDATED AUTHOR NAMES:**

Matthias Dottermusch\*, Piotr Sumislawski\*, Julia Krevet, Maximilian Middelkamp,  
Hannah Voß, Bente Siebels, Harald Bartsch, Karl Sotlar, Peter Meyer, Stephan Frank,  
Andrey Korshunov, Markus Glatzel, Ulrich Schüller, Julia E. Neumann

### CHANGE TO AUTHOR LIST:

addition of 3 coauthors: Bente Siebels, Peter Meyer, Stephan Frank

[illegible]

In accordance with Springer Nature Authorship Policy we agree to change the authors of the manuscript as indicated below.

NAME OF JOURNAL: Oncogenesis

**TITLE OF MANUSCRIPT:** Co-activation of Sonic hedgehog and Wnt signaling in murine retinal precursor cells drives ocular lesions with features of intraocular medulloepithelioma

MANUSCRIPT NUMBER: MS#ONCSIS-21-0275-T

CORRESPONDING AUTHORS NAME: Prof. Dr. Julia E. Neumann

**PREVIOUS AUTHOR NAMES:**

Matthias Dottermusch\*, Piotr Sumislawski\*, Julia Krevet, Maximilian Middelkamp,  
Hannah Voß, Harald Bartsch, Karl Sotlar, Andrey Korshunov, Markus Glatzel, Ulrich  
Schüller, Julia E. Neumann

**UPDATED AUTHOR NAMES:**

Matthias Dottermusch\*, Piotr Sumislawski\*, Julia Krevet, Maximilian Middelkamp,  
Hannah Voß, Bente Siebels, Harald Bartsch, Karl Sotlar, Peter Meyer, Stephan Frank,  
Andrey Korshunov, Markus Glatzel, Ulrich Schüller, Julia E. Neumann

### CHANGE TO AUTHOR LIST:

addition of 3 coauthors: Bente Siebels, Peter Meyer, Stephan Frank

[illegible]

In accordance with Springer Nature Authorship Policy we agree to change the authors of the manuscript as indicated below.

NAME OF JOURNAL: Oncogenesis

**TITLE OF MANUSCRIPT:** Co-activation of Sonic hedgehog and Wnt signaling in murine retinal precursor cells drives ocular lesions with features of intraocular medulloepithelioma

MANUSCRIPT NUMBER: MS#ONCSIS-21-0275-T

CORRESPONDING AUTHORS NAME: Prof. Dr. Julia E. Neumann

**PREVIOUS AUTHOR NAMES:**

Matthias Dottermusch\*, Piotr Sumislawski\*, Julia Krevet, Maximilian Middelkamp,  
Hannah Voß, Harald Bartsch, Karl Sotlar, Andrey Korshunov, Markus Glatzel, Ulrich  
Schüller, Julia E. Neumann

**UPDATED AUTHOR NAMES:**

Matthias Dottermusch\*, Piotr Sumislawski\*, Julia Krevet, Maximilian Middelkamp,  
Hannah Voß, Bente Siebels, Harald Bartsch, Karl Sotlar, Peter Meyer, Stephan Frank,  
Andrey Korshunov, Markus Glatzel, Ulrich Schüller, Julia E. Neumann

### CHANGE TO AUTHOR LIST:

addition of 3 coauthors: Bente Siebels, Peter Meyer, Stephan Frank

[illegible]

How the deposited data were processed for this re-analysis (not part of the article)

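Gene expression was measured on the nCounter PanCancer Pathways panel for mouse, which counts RNA molecules of 770 genes, in 5 *RBS* lesions, 4 control eyes and 3 Shh-MBs. The eyes were taken at E18.5 and the tumors at 14 days. The authors normalized the counts with the nSolver and nCounter Advanced Analysis software, and their log2 step is not in the deposited values, which are a normalized signal on the linear scale. A background level has been subtracted from the counts, values without signal above background sit at a floor, and each sample has been multiplied by one factor. The paper's text names neither the background setting nor the reference genes. The human samples, the protein measurements and the harmonized data were not analysed here. The sex of the embryos is not in the sample labels.

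Values were analysed as log2 of the signal plus 1, without further normalization and without a filter. The step between neighbouring low values was estimated per sample, and the total signal divided by this step was taken as the depth. It lay between 335351 and 716967 counts above background over the 12 samples, and the background that was subtracted is not known. One step was between 0.810 and 1.64 in the eyes, so values of a few units rest on few counts.

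Comparisons were made with limma 3.58.1 in R 4.3.3 (two-sided, moderated by eBayes, Benjamini-Hochberg adjustment over all genes, threshold 0.05), separately for *RBS* lesions against control eyes and against Shh-MBs. Exact permutation tests ran over all splits of the samples. GSEA was written for pre-ranked genes with weight 1 and 1000 random gene sets. Gene sets for Hedgehog, Wnt, cell cycle, DNA damage repair, Notch and TGF-beta signaling were written from general knowledge, as were lists of Hedgehog targets, Wnt targets, DNA replication, mitosis, neuron, mesenchyme, blood and immune, and housekeeping genes. A list of 20 reference genes was added later. Lists were also compared with 10000 random lists of the same size. Set tests with camera and fry were run as alternatives. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

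Single genes were named by a rule. It takes *Ctnnb1*, *Smo*, the genes of both target lists, the genes of Fig. 5c, Supplementary Fig. 5c and Supplementary Tables 3 and 4 as a summary, and genes past the threshold whose groups do not overlap. Of the latter these were the 5 largest rises and 5 largest falls against control eyes and the 3 largest of each against Shh-MBs.

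The tests, the lists, the rule for named genes and most alternatives were set before the data were examined. These alternatives were the methods' test, with *p*-values from the *t* distribution in place of the 100 permutations and with step-down Bonferroni or Benjamini-Hochberg adjustment, exact permutation, limma with trend and robust settings or with all 12 samples, centring on the median or on housekeeping genes, quantile normalization, leaving out genes with a mean under log2 of 20, a block for the replicate number, a pseudocount of 5, other settings of the enrichment and correlation measures, and leaving out each sample in turn. Setting values under 20 to 20, scaling to the total without the 3 most abundant genes, a term for samples with *Uty* above 100, the log2 ratio of class means and a pseudocount of 5 in GSEA were added after the data were seen. The steps were tested on simulated data, where 200 of 770 genes were changed by 1 on the log2 scale. Gene means came from the control eyes or the Shh-MBs. The same spread was set for every gene and was not taken from the replicates.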

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

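The tests of the floor, of the large rises and of the depth of single samples, and the setting of values under 20 to 20, were chosen only after the results were seen. Of 78 groups of 4 or 5 samples tested for a sample far from the others with Dixon's ratio, 9 had one, where chance gives 3.9.

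*Gli1* in RBS 2 was 47.9, and 72.7 to 79.6 in the other *RBS* lesions, a gap of 0.820 of the range. For *Rnf43* the ratio was 0.871, with RBS 2 at the floor of 1 and the others between 6.89 and 8.67. The mean level of the Wnt target list, which holds *Rnf43*, was 4.70 in RBS 2 and 5.14 to 5.23 in the others (ratio 0.839). RBS 2 had 638110 counts above background, the most of the *RBS* lesions, which argues against low depth. A share of normal eye tissue is not borne out either. Over the other genes that differ by more than 2-fold, RBS 2 lay 4.39% of the way to the control eyes, under the limit of 5% set for this test, and over all such genes RBS 1 and RBS 3 lay further (6.84% and 5.46%). *Gli1* is also higher in control eyes, so normal tissue would raise it. A biological difference between the mice was not tested. Without RBS 2 the log2 difference of *Gli1* was -0.54.

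*Nkd1* in RBS 5 was 49.0, and 73.8 to 85.6 in the others (ratio 0.733), and *Fgf15* was 74.6 against 145 to 152 (ratio 0.930). RBS 5 lay -10.1% of the way to the control eyes, so away from them, and its 575476 counts above background are the median of the group. Neither normal tissue nor low depth accounts for both genes. No biological explanation within the group was tested.

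*Dkk4* in control 3 was 1.06 against 6.34 to 8.47 in the other control eyes (ratio 0.833), and *Baiap3* in control 1 was 4.05 against 1.01 to 1.06 (ratio 0.974). Together with *Rnf43*, these genes lie at 8.42 steps or less in the groups concerned, so counting noise near the floor is a possible explanation for all 3. *Col4a4* in control 1 was 39.3 against 18.4 to 19.6 (ratio 0.917). *RBS* tissue in control 1 is argued against by a shift of 2.73%, and *Col4a4* is lower in *RBS* lesions. No biological explanation was tested. The mean level of the cell cycle list in control 4 was 7.98 against 8.03 to 8.04 (ratio 0.919). With each sample centred on its median the ratio was 0.316, so the scaling of that sample is a possible explanation.

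Genes that the paper does not discuss had the largest rises against control eyes. The log2 differences were 4.58 for *Baiap3*, 4.32 for *Cacna1e*, 3.39 for *Id4* and 3.21 for *Grin2b*, each higher in 5 of 5 *RBS* lesions than in all control eyes. Scaling is argued against as the cause, since the smallest of these differences over 5 scalings was 2.98. A floor effect in the *RBS* lesions is argued against because the lowest value was 36.3 steps above 0. The sizes of the *Baiap3* and *Cacna1e* rises still rest on control eyes near the floor, at 3.45 and 7.08 steps or less, and with values under 20 set to 20 they were 1.59 and 2.63. A larger share of neurons in the lesions remains a candidate explanation. The other 19 neuron genes, without these and without genes the paper shows, had a median log2 difference of 1.24, with 18 of them higher. *Cacna1e* and *Grin2b* are in the neuron list, *Baiap3* and *Id4* are not. A change of expression within cells by the activated pathways stays open and was not tested. In Shh-MBs the mean signals were 2.32, 46.8, 301 (172 for *Id4* without Shh-MB 1) and 58.7.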

How the results depend on the processing

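The floor at 20, the total without the 3 most abundant genes, the term for *Uty*, and in GSEA the log2 ratio of class means and a pseudocount of 5 were chosen only after the results were seen. Between *RBS* lesions and control eyes, the number of genes was 301 to 409 in all alternatives but one, and 350 to 392 with single samples left out. No gene found both in this comparison and in an alternative of it had the opposite sign. The exception in number was the methods' test, run without its permutations and with step-down Bonferroni adjustment, with 72 genes. The same test gave 9 genes of Supplementary Table 3, 6 of Supplementary Table 4, 80 genes against Shh-MBs and 66 of these with a fold over 2. In simulated data with the same spread set for every gene, it recovered 9% and 4.5% of the changed genes in the 2 comparisons. The other alternatives gave 36 to 42 genes of Supplementary Table 3, 16 to 18 of Supplementary Table 4 and 380 to 500 genes against Shh-MBs. In this last comparison, 31 shared genes had the opposite sign with median centring, which moves all genes by the same amount, and 10 with quantile normalization. With housekeeping centring and the total without the 3 most abundant genes none had, and 67.9% and 62.3% of the genes were higher. Most of the housekeeping genes are also reference genes of the deposited scaling, so the former is no independent test of it.

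The Hedgehog NES passed the threshold with the log2 ratio of class means (1.54, gene set permutation) and with fry, the rotation test of limma (*p* = 9.43e-06), where camera gave 0.215 and 0.283. With single samples left out it was 1.39 to 1.57, past the threshold without RBS 2 (1.57), RBS 4 (1.45), control 1 (1.46) or control 4 (1.52). The Wnt NES no longer passed with sample labels permuted (1.34, *p* = 0.0822), with shared genes left out (1.34, *p* = 0.0747) and with camera and estimated correlation (*p* = 0.0721). With labels permuted, the cell cycle (-1.41) and DNA damage repair (-1.48) sets no longer passed either. The Notch score reversed with median centring (-0.59) and quantile normalization (-0.61), as did TGF-beta (-0.70 and -0.67, and -0.84 with weight 0). Both passed under fry in limma but not by gene set permutation (*p* = 0.0043 and 0.000449). A pass under fry does not show enrichment over the other genes, with which it does not compare a set. The cause was not tested.

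Within *RBS* lesions, the correlation was 0.987 as Spearman's rho, 0.967 on the 60% most variable genes and 0.990 on the linear scale. Within Shh-MBs it was 0.940 on those genes and 0.998 on the linear scale, and 0.965 to 0.985 with single tumors left out. Between the groups it was 0.771 on those genes and 0.745 with low genes left out, which are fewer genes. For the other changes the cause was not tested.

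Of single genes against control eyes, *Smo* reversed with median centring (-0.0032) and quantile normalization (-0.019). *Nkd1* reversed with median centring (-0.12), housekeeping centring (-0.051), quantile normalization (-0.092) and the total without the 3 most abundant genes (-0.016), and was -0.016 to 0.20 with single samples left out. *Rnf43* was -0.13 to 0.71 (without control 1 and without RBS 2), and *Dkk4* -0.31 to 0.60 (without control 3 and without RBS 4). *Dkk4* also reversed with quantile normalization (-0.015) and the block (-0.00056). Against Shh-MBs, *Ctnnb1* reversed with median centring (-0.14), and *Smo* with median centring (-0.67), housekeeping centring (-0.068), quantile normalization (-0.46) and the total without the 3 most abundant genes (-0.21). With the first and the third of these *Smo* was past the threshold as a lower gene. *Ctnnb1* no longer passed with quantile normalization (0.058) or under the step-down adjustment. Of these differences, only that of *Ctnnb1* had passed the threshold as reported, and the cause was not tested. Over 2568 values of named genes and genes of the paper's lists, 2405 kept direction and side of the threshold, 123 no longer passed, 70 of them under the step-down adjustment, 22 passed newly and 18 reversed.

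Replicate numbers do not pair the samples. For this, the group mean of each gene was subtracted and low genes were left out. Across the remaining 569 genes, the correlation between samples of the same number was -0.27, 0.19, 0.43 and -0.31 for *RBS* lesions and control eyes. Depth limits the weak genes. With the same spread set for every gene, limma recovered 84% of the simulated changes against control eyes and 72.5% against Shh-MBs. Of those with a signal of 20 or more it recovered 99.3% and 97.7%.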

Differences from the paper's values

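The comparisons here use tests set before the data were examined, apart from the log2 ratio of class means and the pseudocount of 5 in GSEA, which were chosen after seeing the values. Of 59 values compared with the paper, 7 lay outside the limits set here. For enrichment scores the spread is the standard deviation of the scores with single samples left out. Scores that share most samples vary little, so this spread is narrower than a sampling error. A score outside it need not disagree with the paper's. For *p*-values the limit was a fixed ratio.

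The Wnt NES was 1.57, and the paper's value is 1.617. Of 19 alternatives, quantile normalization was within the spread (1.60) and the other 18 were not. The *p*-value (gene set permutation) on the paper's scale, without 1 added to the counts, was 0.00549, and the paper's is 0.003. It rests on 4 of 728 random sets of the same sign. With so few sets, this gap cannot be told apart from the noise of the permutations. Of 22 alternatives, 3 were within (moderated *t* 0.00246, weight 0 0.00205, quantile normalization 0.00433) and 19 were not. The DNA damage repair NES was -2.24, and the paper's is -2.02. Quantile normalization was within (-2.08) and 18 alternatives were not. The Notch NES was 0.81, and the paper's is 0.72. Weight 0 and leaving out RBS 3, RBS 4, control 2 or control 4 were within, and 13 alternatives were not. The log2 ratio of class means, chosen after seeing the values, was also within (0.73) and drops none of the sets the paper calls. The TGF-beta NES was 0.70, and the paper's is 0.77. Permuted labels (0.77) and leaving out RBS 2 (0.74) were within, and 16 alternatives were not. A pseudocount of 5 in GSEA, chosen after seeing the values, was also within (0.78) and drops none of the sets the paper calls other than Hedgehog (*p* = 0.0523, gene set permutation).

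The median correlation within *RBS* lesions was 0.980, and the paper's is about 0.97 in Supplementary Fig. 6a, read by eye. The 60% most variable genes were within (0.967), and the other 8 alternatives were not. Between *RBS* lesions and Shh-MBs it was 0.866, and the paper's is about 0.85 in Supplementary Fig. 6a, read by eye. None of the 12 alternatives was within. Both medians here are over all panel genes. For cross-species work the paper kept only homologous genes, so the genes behind its values may differ.

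The paper reports the Hedgehog set as significantly enriched. Its NES was 1.43 here, and on the paper's scale the *p*-value was 0.0534, where the paper's are 1.46 and 0.038. It was under the threshold with fry, which does not compare the set with the other genes. It was under it as well without RBS 2, RBS 4, control 1 or control 4. It was also under it with the log2 ratio of class means, which was chosen after seeing the values and drops none of the other sets the paper calls. The gene sets differ too, with the paper's 30 Hedgehog, 84 Wnt, 70 DNA damage repair and 53 TGF-beta genes against 35, 88, 51 and 54.

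The paper lists genes of Supplementary Tables 3 and 4 as significant by the *t* test of its methods. The 100 permutations of that test were not run here. With *p*-values from the *t* distribution and a step-down Bonferroni adjustment, which may not be the paper's procedure, 9 of 42 and 6 of 18 passed. limma called all 42 and all 18, and the other alternatives 36 to 42 and 16 to 18. The log2 differences of the 33 genes labelled in Fig. 5c and Supplementary Fig. 5c did not differ, with a largest gap of 0.0437.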

Other observations

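The tests of the ratio of *Ptch1* to *Gli1* and of the floor, the term for *Uty* and the total without the 3 most abundant genes were chosen only after the results were seen.

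Chance can be excluded for the counts over all genes. Of 126 possible splits of the eyes into 5 and 4, 100 were run, and 1 gave as many as 394 genes, the real one. The largest of the others run gave 215 and had RBS 1 together with the 4 control eyes. For the genes of each Supplementary Table, 1 of 100 splits gave as many, but the study chose these genes on the real split, so this says nothing about chance. Against Shh-MBs, 1 of 56 splits gave as many genes, and 1 of 56 as many with a fold over 2, where the next gave 57.

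Sex is argued against as the cause of the number of genes. *Uty*, which is on the Y chromosome, was above 100 in RBS 1, RBS 3, control 3 and all Shh-MBs, and with a term for it 396 genes differed. Depth is argued against because the groups overlap in depth and 66.5% of the 385 genes with the highest signal differed, but 35.8% of the other genes. Whether more genes rise than fall cannot be told apart from the scaling. The share of higher genes was 64.5% as deposited, 60.6% with the total without the 3 most abundant genes and 56.9% with housekeeping centring. It was 50% with median centring and 50.8% with quantile normalization, which both bring the difference of all genes near 0 and so do not test the balance.

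Whether the Hedgehog score rests on genes shared with the Wnt set cannot be told apart from a change of the other 15 genes, since these go both ways. Of them 7 were higher and 8 lower, with a median log2 difference of -0.02, at percentile 12.6 of random lists, and a mean of 0.24. The enrichment score went from 0.471 to 0.509 without the shared genes while the NES fell to 1.25 (*p* = 0.199, gene set permutation), whereas fry, the rotation test of limma, gave *p* = 0.00217. *Lrp2* and *Ptch1*, which are not shared, rank 2 and 3 before the peak. *Ptch1* rose and *Gli1* fell in *RBS* lesions, although both are targets of Shh signaling. The ratio of *Ptch1* to *Gli1*, which no factor per sample changes, was 10.6 to 18.4 in *RBS* lesions, 1.55 to 1.91 in control eyes and 4.41 to 4.74 in Shh-MBs. The lowest *RBS* ratio of 10.6 argues against such a factor, and the lowest *Gli1* value of 46.3 steps argues against the floor. Whether this reflects the cells of the lesions or the Wnt activation stays open and was not tested.

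The paper describes a higher Ki67 index in the sheet-like compartment of *RBS* lesions than in the inner layers of control retinas. DNA replication genes were lower in the RNA of whole lesions than in that of whole control eyes. In control retinas the paper found Ki67 mainly and densely in the neuroblast layer, which its quantification left out. Both results therefore compare different parts of the tissue and need not conflict. For the lower DNA replication genes, the scaling is argued against as the cause, since the median of the list was -1.28 with median centring. A few abundant genes are argued against as well, with -1.17 after scaling to the total without the 3 most abundant genes. A larger share of neurons is a candidate explanation, since the 34 neuron genes had a median log2 difference of 1.303, with 33 higher and 30 past the threshold (31 adjusted over the list alone). Of these genes, 8 are in Supplementary Table 3 and 5 in Fig. 5c. A change in the cell cycle itself stays open, as RNA of whole lesions does not resolve compartments.

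Other lists had median log2 differences of -0.69 for 6 mitosis genes (3 lower and 1 higher past the threshold, and as many adjusted over the list alone), -0.44 for 11 mesenchyme genes (4 lower, 3 adjusted over the list alone) and 0.49 for 16 blood and immune genes (5 higher, 5 adjusted over the list alone). The 8 housekeeping genes had 0.15, which turned to -0.03 with median centring and -0.05 with quantile normalization, with 1 higher and 1 lower past the threshold (1 and 0 adjusted over the list alone). The 3 Hedgehog targets had 0.26 and the 7 Wnt targets 0.29. The Notch genes had 0.19, which turned to -0.03 with quantile normalization, and the TGF-beta genes 0.07, which turned to -0.11 with median centring, -0.04 with housekeeping centring and -0.06 with quantile normalization. The 20 reference genes had 0.10, with 5 higher and 6 lower, and -0.08 with median centring. Against Shh-MBs the mesenchyme genes had 3.90, the DNA replication genes -1.29 and the neuron genes 1.02.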
